# Rhytidome- and cork-type barks of holm oak, cork oak and their hybrids highlight processes leading to cork formation

**DOI:** 10.1186/s12870-024-05192-4

**Published:** 2024-06-03

**Authors:** Iker Armendariz, Unai López de Heredia, Marçal Soler, Adrià Puigdemont, Maria Mercè Ruiz, Patricia Jové, Álvaro Soto, Olga Serra, Mercè Figueras

**Keywords:** Cork, Cork oak, Holm oak, Hybrids, Outer bark, Periderm, Phellem, Rhytidome, Suberin

## Abstract

**Background:**

The periderm is basic for land plants due to its protective role during radial growth, which is achieved by the polymers deposited in the cell walls. In most trees, like holm oak, the first periderm is frequently replaced by subsequent internal periderms yielding a heterogeneous outer bark made of a mixture of periderms and phloem tissues, known as rhytidome. Exceptionally, cork oak forms a persistent or long-lived periderm which results in a homogeneous outer bark of thick phellem cell layers known as cork. Cork oak and holm oak distribution ranges overlap to a great extent, and they often share stands, where they can hybridize and produce offspring showing a rhytidome-type bark.

**Results:**

Here we use the outer bark of cork oak, holm oak, and their natural hybrids to analyse the chemical composition, the anatomy and the transcriptome, and further understand the mechanisms underlying periderm development. We also include a unique natural hybrid individual corresponding to a backcross with cork oak that, interestingly, shows a cork-type bark. The inclusion of hybrid samples showing rhytidome-type and cork-type barks is valuable to approach cork and rhytidome development, allowing an accurate identification of candidate genes and processes. The present study underscores that abiotic stress and cell death are enhanced in rhytidome-type barks whereas lipid metabolism and cell cycle are enriched in cork-type barks. Development-related DEGs showing the highest expression, highlight cell division, cell expansion, and cell differentiation as key processes leading to cork or rhytidome-type barks.

**Conclusion:**

Transcriptome results, in agreement with anatomical and chemical analyses, show that rhytidome and cork-type barks are active in periderm development, and suberin and lignin deposition. Development and cell wall-related DEGs suggest that cell division and expansion are upregulated in cork-type barks whereas cell differentiation is enhanced in rhytidome-type barks.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-024-05192-4.

## Background

The periderm arises during the radial thickening of stems and roots (secondary growth) and confers protection against water loss and pathogen entrance and overall contributes to the plant fitness [1]. This protective function is afforded by the phellem, which accumulates a lignin-like polymer and a suberin polyester in their cell walls. The periderm is important in herbaceous, tubers, and some fruits but specially in woody plants, where it is the prevalent protective tissue. In woody species, a new secondary phloem is produced outwardly and a new secondary xylem inwardly from the vascular cambium every year during the growing season [2]. This newest xylem and phloem pushes the outer layers centrifugally and, generally, a new phellogen is formed within the area of the older phloem, protecting the young phloem from outside [3]. Like vascular cambium, phellogen or cork cambium is a bifacial and lateral meristem activated seasonally. Periclinal divisions of phellogen cells produce phellem outwardly and phelloderm inwardly. The structure formed by phellem (cork), phellogen, and phelloderm constitute the periderm [4]. In most woody species, and contrarily to vascular cambium, phellogen has limited activity, and successive phellogens develop in inner positions in the bark. When a new periderm is formed inward, the outer tissues including the older periderm will eventually die [3]. The newest phellogen marks the limit of the inner bark (comprising the living phloem) and the outer bark, the later usually forming a so-called rhytidome [5]. This rhytidome therefore includes successive thin, suberized and intricate phellem layers, enclosing heterogeneous cortical tissues (parenchyma, fibres, etc.) and collapsed phloem cells [4].

Noteworthy, the phellogen is thought to be active throughout the tree life in cork oak (*Quercus suber*) [6], and as such, it forms a persistent or long-lived periderm [1]. Therefore, there is a unique, thick, and continuous periderm mostly consisting of phellem cells known as cork. Cork has economic and environmental relevance. It is an industrially profitable renewable raw material and suberin chemical recalcitrance elicits CO_2_ sequestration, which is favoured by the periodic extraction of cork that stimulates the cork production between 250 and 400% [7]. Despite the uniqueness of cork oak in maintaining a persistent periderm, the cellular and molecular mechanisms that trigger its persistence by encompassing the internal growth are still largely unknown. Previous transcriptomic studies of outer barks of cork oak and rhytidome-developing oaks (*Q. ilex* and *Q. cerris*) highlighted some processes and genes enriched in rhytidome and cork but the identification of differentially expressed genes was limited due to the low-coverage offered by Roche-454 Life Sciences platform and by the lack of biological replicates [8, 9].

Cork oak shares habitat and hybridises naturally with holm oak (*Quercus ilex*) [10], a species showing the typical rhytidome. *Q. ilex* x *Q. suber* offspring differ in their outer bark anatomy, although generally they show a rhytidome-like outer bark, similar to *Q. ilex* but with significantly thicker phellem layers [11]. Our aim in this study is to identify the molecular mechanisms underlying the formation of the two main bark types, rhytidome and cork as a “single thick phellem”. For this purpose, we have included in our transcriptomic analysis not only *Q. ilex* (rhytidome) and *Q. suber* (cork) samples, but also hybrid individuals, with different introgression levels and intermediate barks. Using the Illumina platform and the cork oak draft genome [12], the comparison of cork-type and rhytidome-type barks transcriptomes provides new candidate genes of cork formation related to development, cell division, growth and differentiation. Overall, this research provides insight into the molecular basis underlying the development of different types of bark, a key protective feature of woody plants and, in the case of cork oak, with a relevant economic interest.

## Results

### Anatomical and chemical analyses to classify the outer barks of *Q. ilex x Q. suber *hybrids and the parental species

Microscopic observations of cross-sections under UV light after phloroglucinol staining highlighted the suberized cell walls of the different outer barks used in this study (Fig. 1). The outer bark of *Q. suber* showed a single periderm consisting of a thick and homogeneous tissue based on suberized phellem cells (Fig. 1A). In contrast, *Q. ilex* outer bark represented the typical rhytidome displaying thin periderms consisting of few phellem cell layers (Fig. 1B). Most of the natural hybrid individuals previously identified were categorized as F1 *Q. ilex* x *Q. suber* hybrids through genetic analysis [13]. These showed a rhytidome, similar to that of *Q. ilex*, but with closer and thicker periderms and additionally, some of them presented a singular suberization of inactive phloem between periderms (Fig. 1C). In contrast, a unique hybrid individual corresponding to a backcross with *Q. suber* was identified. To our knowledge, this is the only adult backcross individual identified in the field and reported in the literature. This individual shows a unique outer bark phenotype with much thicker phellems, rather like those of cork oak (Fig. 1D), and is therefore referred to as cork-like bark, while the remaining hybrids are referred to as rhytidome-like hybrids.

**Fig. 1:**
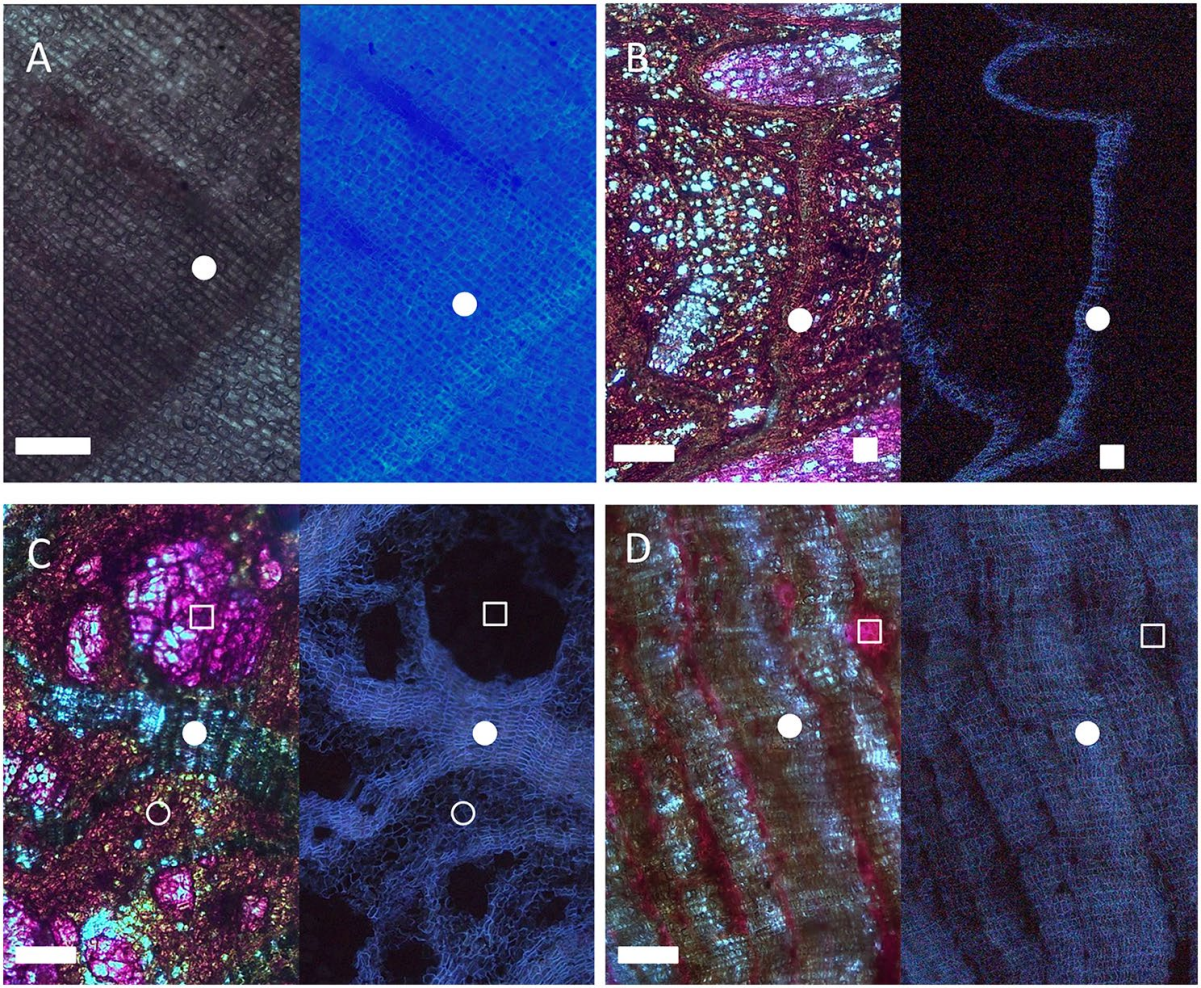
Outer bark anatomy of cork oak, holm oak and their hybrids. Suberized cell wall fluorescence detected in cross-sections under UV light after phloroglucinol-HCl staining. (**A**) Cork oak (*Q. suber*), (**B**) holm oak (*Q. ilex*), (**C**) F1 hybrid with rhytidome-like phenotype, (**D**) specific hybrid backcrossed with *Q. suber* and with a cork-type phenotype. Bright field (left) and UV (right) observations in each panel. Phellem layers (closed circle), suberized inactive phloem (open circle) and a lignified phloematic ray (closed square). Scale bars: 200 μm

Consistently with these observations, the chemical analyses of the outer barks showed up different groups based on the proportion of the different components (holocellulose, lignin, suberin and water-, ethanol- and dichlorometane-soluble extractives). The cork and rhytidome-type (rhytidome-like and rhytidome) were at opposite ends of the first principal component axis of the PCA, which explained 69% of the variance (Fig. 2A). In this axis, cork-like was found between cork and rhytidome-type. A more detailed inspection of the data showed striking differences in the percentages of suberin and dichlorometane extractives across the bark samples (Fig. 2B). Specifically, the cork and cork-like outer bark samples had a ten-fold higher percentage of suberin than barks of holm oak and rhytidome-like hybrids (Table S1, Fig. 2B). Concomitantly, cork and cork-like samples presented a higher proportion in dichloromethane extractives, which contained non-polar components such as terpenes and waxes (Table S1) [14]. The abundance of both types of compounds agrees with the common fatty acyl precursors of suberin and waxes [15, 16]. Conversely, the outer bark of holm oak and the rhytidome-like hybrids contained proportionally on average 2.7 times more ethanol-soluble extractives than cork and cork-like outer barks. Interestingly, the holocellulose percentage was 3-fold higher in holm oak and all the hybrids (including the cork-like sample) than in the cork oak bark.

**Fig. 2:**
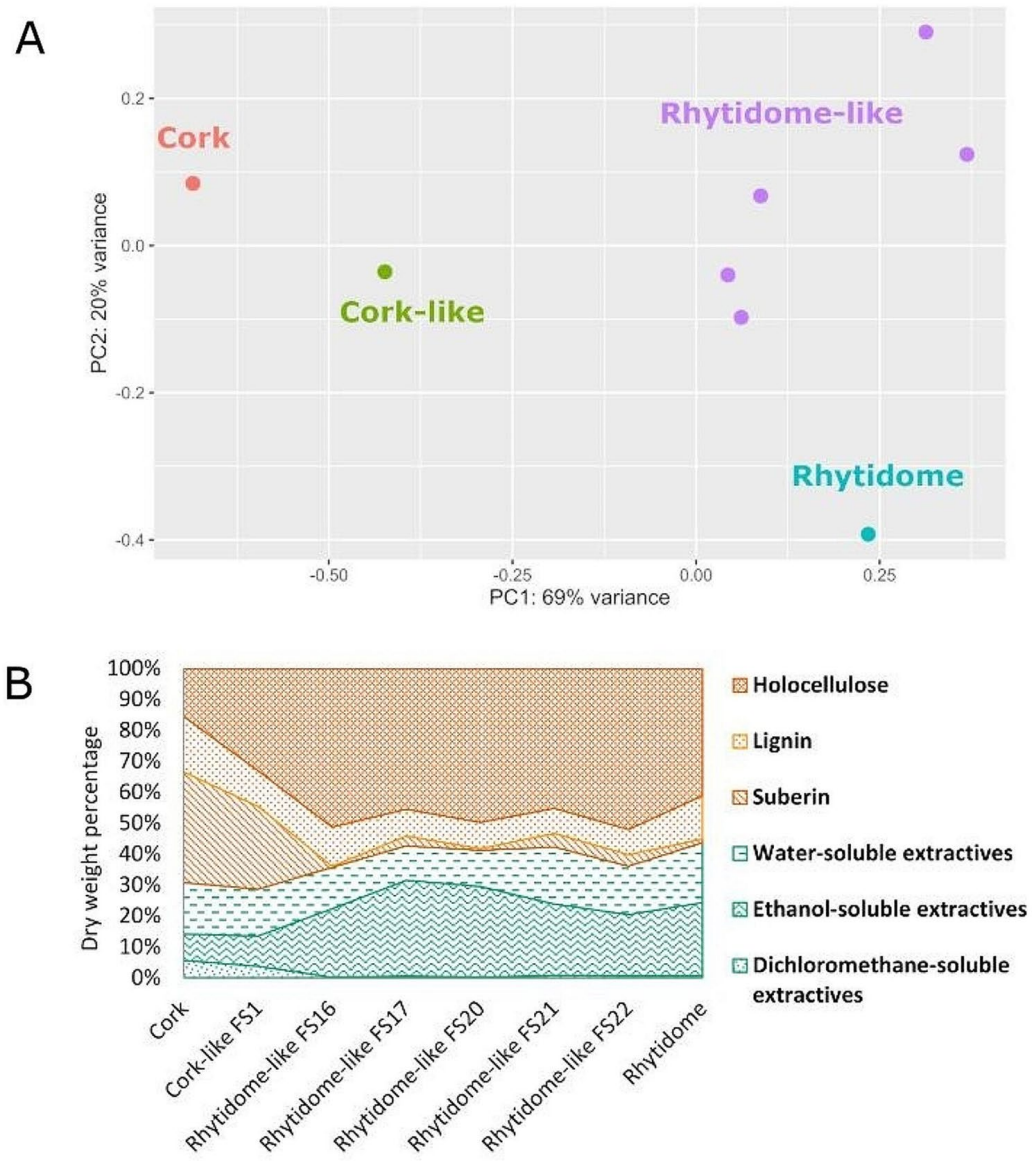
Chemical composition of the outer barks of cork oak, holm oak and their hybrids. (**A**) Principal component analysis (PCA) of the data from chemical composition analysis of the outer barks of cork oak, holm oak and the hybrids. The first principal component shows a clear separation between cork-type and rhytidome-type barks and a gradient between cork, cork-like hybrid and the rhytidome-type barks. (**B**) Dry weight % of the outer bark chemical composition of cork oak, holm oak, and a set of hybrids showing rhytidome-like bark and the hybrid showing a cork-like bark. Note the higher relative percentage of suberin and dichloromethane-soluble extractives in the cork-type barks

### Cork- and rhytidome-type barks have the most different transcriptomes

To understand the molecular processes that distinguish the outer bark composed of cork from the ones made of the rhytidome characteristic of most oak species [4], the transcriptomes of the outer bark from *Q. suber*, *Q. ilex*, and their natural hybrids (*Q. ilex* x *Q. suber*) were sequenced. 

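Outer bark of cork oak (cork, n = 4 trees), of holm oak (rhytidome, n = 4 trees) and of natural hybrids with a rhytidome-like bark (n = 4 trees) gave 1 library per tree, taken on the south side of the trunk. The cork-like bark came from 1 hybrid tree, sampled at its north, south, east and west sides (n = 4 libraries). The spread among cork-like libraries is therefore a spread within a tree, and p-values of comparisons with this bark do not cover the variation between trees. The 16 libraries held 100242900 to 114425064 clean reads. The range was 113113388 to 114425064 in cork (median 113494723), 100242900 to 113832226 in rhytidome (median 113310590), 109324868 to 114152924 in cork-like bark (median 113519046) and 110318464 to 113183510 in rhytidome-like bark (median 112148125). The authors trimmed 12 bases from paired reads of 100 bases, mapped them to the cork oak genome with GSNAP, kept pairs mapped uniquely and concordantly, and counted them per locus with HTSeq. The deposited values are the regularized log2 (rlog) of these counts. This transformation scales the libraries for depth and draws loci with few counts toward their mean over all libraries, so fold changes of such loci are understated. Reads that map to more than 1 place were left out, so near-identical copies of a gene family, such as the loci matched to *GELP51* or *ASFT/FHT*, can be undercounted. The strand setting of the counting is not given in the sources used here, so overlapping antisense genes cannot be told apart.

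From the rlog values, limma was fitted to all 16 libraries with a mean for each bark, over the 25617 of 47292 loci with a mean rlog of at least 1. DEGs had an adjusted p under 0.01 and an absolute log2 fold change above 1, the thresholds of the paper. The spread of a locus was pooled over all barks, so the cork-like libraries of 1 tree also enter p-values of comparisons without this bark. Fitted to the barks compared alone, with fewer libraries, cork and rhytidome gave 6438 DEGs in place of 7577. Cork and rhytidome-like bark gave 6931 in place of 8129, and rhytidome-like bark and rhytidome 2526 in place of 4524. The counts of comparisons with cork-like bark rose. In libraries simulated after cork and rhytidome, with 25617 loci, this test recovered 45 of 50 loci changed by 4 on the log2 scale, 33 of 50 changed by 2, 17 of 50 changed by 1.5 and 10 of 50 at the smallest change simulated. Loci with a small change were often missed in this simulation. It changed only 200 loci, far fewer than the DEGs found here, which makes the adjusted p stricter. Recovery in the data was therefore not measured. The median locus did not sit at the same rlog in each bark. Relative to rhytidome, the median of the libraries was shifted by -0.23 in cork, -0.11 in cork-like bark and -0.37 in rhytidome-like bark. The median log2 fold change over the loci was smaller in size, at -0.16, -0.06 and -0.14 in the same order. Fold changes should therefore not be offset by the shifts. Locus names are those of Table S3 and Table S5, or Arabidopsis matches from the first 1218 of the 47292 rows of Table S2, of which 840 have a match.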

Statistical results of processed data are shown in Table S2. On average, 82.61% of the reads mapped uniquely and concordantly against the cork oak genome (GCF_002906115.1_CorkOak1.0) [12] and consensus transcriptome covered 47,292 different transcripts, corresponding to 16,192 Arabidopsis (TAIR10) protein matches.

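Cork libraries had the highest share of mapped reads, from 86.24% to 96.23% with a mean of 89.6% (n = 4). Rhytidome-like bark followed with 76.81% to 86.87% and a mean of 84.4%. Cork-like bark had 73.19% to 81.93%, with a mean of 78.7%. Rhytidome ranged from 58.51% to 85.37%, with a mean of 76.1%. The mean over the 16 libraries of Table S2 was 82.2%. The lowest share belonged to rhytidome 94, which kept 58647778 mapped sequences, against 90916324 to 97183086 in the other rhytidome libraries and up to 110110448 in cork 87. Its GC content was 47.05%, where the other libraries lay between 44.03% and 45.3%. RNA integrity also moved with the bark. The RNA integrity number was 9.4 to 9.8 in cork, 8.9 to 9.1 in cork-like bark, 8.3 to 8.8 in rhytidome and 8.2 to 8.5 in rhytidome-like bark. Bases above Q20 made up 96.92% to 97.11% of rhytidome-like 14, 18 and 20, against 96.2% of rhytidome-like 21 and 95.9% to 96.4% of the libraries of the other barks. As the difference falls inside the rhytidome-like group, no other bark has libraries on both sides to compare.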

The correlation of rlog-transformed transcript profiles showed the highest similarity between biological replicates and a high similarity of cork-like outer bark with cork replicates (Fig. S1). 

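Across the 47292 loci, libraries of the same bark were the most alike, and the highest Pearson correlation of each of the 16 libraries was with a library of its own bark. The median r between replicates was 0.996 for cork-like bark (6 pairs), all from 1 tree, 0.988 for cork, 0.984 for rhytidome-like bark and 0.984 for rhytidome. Between barks, cork and cork-like libraries had the highest median, 0.976 (range 0.973 to 0.978 over 16 pairs). Rhytidome and rhytidome-like libraries followed with 0.970 (0.961 to 0.974). The ranges of these pairs of barks overlapped in the highest rhytidome pairs. Cork-like bark correlated with rhytidome at 0.966 and with rhytidome-like bark at 0.964, while cork correlated with rhytidome at 0.956 and with rhytidome-like bark at 0.956. These correlations are across loci, which are not independent replicates.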

PCA of the transcript profiles showed that the first principal component explained 39% of the total variance and distributed the cork and the rhytidome-type barks at opposite ends, and the cork-like bark was in the middle but closer to the cork one (Fig. 3A), like the chemical composition PCA. 

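The first principal component of the rlog values carried 37.3% of the variance over the 44228 loci that vary. Cork lay at -137.57 ± 6.75 (SD, n = 4 libraries) and cork-like bark at -79.73 ± 12.70. Rhytidome lay at 108.93 ± 14.61 and rhytidome-like bark at 108.37 ± 4.90, so these barks were not separated on this component. Measured between the means of cork and rhytidome, the cork-like mean stood 23.5% of the way, farther from the cork mean than the spread of either group. With the 500 loci of highest variance the component carried 50.8%, and with each locus scaled to unit variance 23.1%. The order of cork, cork-like and then both rhytidome-type barks was the same in these settings.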

The second principal component explained 15% of the total variance in which rhytidome and rhytidome-like barks were at both ends (Fig. 3A). 

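The second principal component carried 17.1% of the variance. Rhytidome-like bark lay at an end, at -89.21 ± 12.74 (SD, n = 4), and cork at -56.22 ± 6.65. Rhytidome at 71.41 ± 29.61 and cork-like bark at 74.02 ± 8.78 shared the opposite end and differed by less than the spread of the rhytidome libraries. The order on this component depended on the libraries and loci used. Without rhytidome 33, 68 or 94, or without rhytidome-like 14 or 20, cork took the end instead of rhytidome-like bark. With the 500 loci of highest variance, cork-like bark and cork lay at the ends. The third component carried 14.7% and set both parents, cork at 63.30 ± 8.32 and rhytidome at 73.09 ± 10.16, apart from the cork-like hybrid at -83.01 ± 4.04 and the rhytidome-like hybrids at -53.37 ± 17.15.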

Next the transcriptomes of each bark type were compared to identify the differentially expressed genes (DEGs), which included those with a padj < 0.01 and a log2FC either < -1 or > 1 (Fig. 3B). Overall, 8,336 DEGs (Table S2; Fig. 3B) were found. 

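Over the 6 comparisons, 13888 of the 25617 loci tested were DEGs in at least 1 comparison. The DEGs between cork-like and rhytidome were 5519, with 2467 higher and 3052 lower in cork-like bark. Between the cork-like and rhytidome-like hybrids there were 6984 DEGs, 3976 higher and 3008 lower in cork-like bark. Among genes with a name, laccase 14 (LOC112039871), of a family of oxidases that polymerize lignin, was at 8.83 ± 0.75 rlog in cork and 8.00 ± 0.14 in cork-like bark, against 14.38 ± 0.86 in rhytidome and 14.81 ± 0.13 in rhytidome-like bark (SD, n = 4 libraries each). Ovate family protein 12 (LOC112017868), of a family of transcriptional repressors, went the other way, at 9.52 ± 0.34 in cork and 9.26 ± 0.21 in cork-like bark against 5.82 ± 0.60 in rhytidome and 4.90 ± 0.43 in rhytidome-like bark. Setting both cork-type barks against both rhytidome-type barks, the log2 fold change was -6.18 (standard error 0.26, adjusted p = 1.3e-10 from limma) for laccase 14 and 4.03 (standard error 0.21, adjusted p = 6.6e-10 from limma) for ovate family protein 12. In this contrast 7448 loci were DEGs, 3594 higher and 3854 lower in cork-type barks. Both names are Arabidopsis matches. Testing for a change of more than 1 on the log2 scale, instead of filtering on it, gave 5977 DEGs over the 6 comparisons, and averaging the cork-like libraries, which come from 1 tree, to 1 gave 997 between cork-like bark and rhytidome (502 higher and 495 lower) and 2515 between the hybrids. The direction with more DEGs turned with the scaling and, outside the comparison of the hybrids, with the filter. As deposited, 44.7% were higher in cork-like bark against rhytidome. This share was 50.9% after quantile normalization, 51.1% after median centring and 51.8% at loci with a mean rlog of at least 5. Between the hybrids 56.9% were higher as deposited, 49.1% after quantile normalization and 42.2% after median centring. The library medians of the hybrids were shifted by 0.26, more than their median log2 fold change of 0.05, so here centring moves the median locus past 0 and farther from it. In cork-type barks 48.3% were higher as deposited, 52.7% after quantile normalization and 54.8% at loci with a mean rlog of at least 5. Median centring, with 47.3%, did not turn this last direction.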

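Cork and rhytidome-like bark differed at 8129 loci, 4188 higher and 3941 lower in cork, and cork and rhytidome at 7577 loci, 3043 higher and 4534 lower in cork. Among named genes with 4 cork libraries all above the other 4, the largest were a locus matched to a eukaryotic aspartyl protease (LOC111998752), with a log2 fold change of 6.38 (standard error 0.39, adjusted p = 3.8e-09 from limma), and *FAR4* (LOC112006016), a fatty acyl-CoA reductase of suberin synthesis, with 6.28 (standard error 0.33, adjusted p = 7.3e-10 from limma). Lower in cork than in rhytidome-like bark by the most were *BAM3* (LOC112030870), a receptor kinase of protophloem differentiation, at -7.46 (standard error 0.64, adjusted p = 1.2e-07 from limma), and a locus of the UDP-glycosyltransferase superfamily (LOC112005619) at -6.90 (standard error 0.52, adjusted p = 2.9e-08 from limma). A homeodomain-like locus (LOC112003190) lay between them, at -7.11 ± 0.85 (standard error). Against rhytidome, the glycine-rich protein DC7.1-like gene (LOC112034238) was the highest in cork, at 7.59 (standard error 0.38, adjusted p = 2.3e-09 from limma), followed by a match of chromatin remodeling 31 (LOC112002935) at 5.77 ± 0.43. Carbonic anhydrase 2 (LOC112019297), which interconverts carbon dioxide and bicarbonate, was lowest, at -6.62 (standard error 0.39, adjusted p = 8.5e-09 from limma). An ABC transporter matched to white-brown complex homolog 11 (LOC112038306) fell by 5.87 and a locus matched to auxin response factor 18 (LOC112005008) by 4.94. These genes come from the 370 named loci with a mean rlog of at least 5. Of the DEGs between cork and rhytidome, 40.2% were higher in cork. After quantile normalization this share was 54.5%, after median centring 52.1% and with loci of a mean rlog of at least 5 it was 50.4%. Of those between cork and rhytidome-like bark 51.5% were higher in cork, and also 51.5% after quantile normalization, but 44.7% after median centring. Against rhytidome, which direction holds more loci therefore depends on the scaling and on the filter. Against rhytidome-like bark only median centring turned it. There the library medians were shifted by 0.14 while the median log2 fold change was -0.14, so centring moves the median locus farther from 0. Testing for a change of more than 1 on the log2 scale left 2767 DEGs against rhytidome and 3677 against rhytidome-like bark.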

Volcano plots showed that the comparisons with the largest number of DEGs, and thus more divergent samples, were cork/rhytidome-like (4,831 DEGs) and cork/rhytidome (4,138 DEGs) (Fig. 3B). Conversely, the comparisons presenting the lowest number of DEGs were cork/cork-like (1,230 DEGs) and rhytidome-like/rhytidome (1,709 DEGs). This is consistent with the anatomical and chemical phenotypic similarity of hybrids with their corresponding parental species.

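Cork and cork-like bark differed at 3548 loci, 1380 higher and 2168 lower in cork. Rhytidome-like bark and rhytidome differed at 4524 loci, 1445 higher and 3079 lower in the rhytidome-like hybrids. The gene most above cork-like bark in cork, among named genes, was *RRTF1/ERF109* (LOC112008191), an ethylene response factor of stress and cell death, at 9.80 ± 0.84 rlog in cork and 4.89 ± 0.06 in cork-like bark (SD, n = 4), a log2 fold change of 4.91 (standard error 0.53, adjusted p = 9.9e-06 from limma). The next was the match of AT5G14930 (LOC112010950), a senescence-associated gene, at 7.19 ± 1.19 and 2.90 ± 0.18, higher in cork by 4.29 (standard error 0.73, adjusted p = 4.9e-04 from limma). A match of phospholipid:diacylglycerol acyltransferase (LOC111994356), which makes storage lipids, was higher by 3.48 (standard error 0.65, adjusted p = 0.001 from limma). The calls of these 3 genes ended with the cork-like libraries averaged to 1, and that of the acyltransferase also with treat. Rhytidome-like bark exceeded rhytidome most at the homeodomain-like locus LOC112003190, by 6.07 (standard error 0.85, adjusted p = 6.7e-05 from limma), and also at a locus of the major latex protein-like family (LOC111998487), by 3.74 ± 0.81 (standard error). A match of plantacyanin (LOC111987095), a copper protein of the apoplast, and a match of family 35 glycosyl transferases (LOC112005908), which act on starch, were higher by 3.02 and 2.64. Lower in rhytidome-like bark by the most was *MYB9* (LOC112034724), a regulator of suberin genes, at -4.50 (standard error 0.38, adjusted p = 6.9e-07 from limma). Lipoxygenase 3 (LOC112001646), of jasmonate synthesis, fell by 3.80 and gibberellin 2-oxidase 6 (LOC112011730), which inactivates gibberellins, fell by 3.04. Of the DEGs, 38.9% were higher in cork against cork-like bark and 31.9% in rhytidome-like bark against rhytidome. These shares were 51.9% and 49.0% after quantile normalization and 49.5% and 60.1% after median centring. The 60.1% rests on a shift of library medians of -0.37, larger in size than the median log2 fold change of -0.14, so centring overshoots there. With the cork-like libraries averaged to 1, as they come from 1 tree, 269 DEGs were counted between cork and cork-like bark, and a fit to the libraries of rhytidome-like bark and rhytidome alone gave 2526. The paper proposes that the low numbers of DEGs in these comparisons go with the likeness, in anatomy and chemistry, of the hybrids to the parental species of each.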

**Fig. 3:**
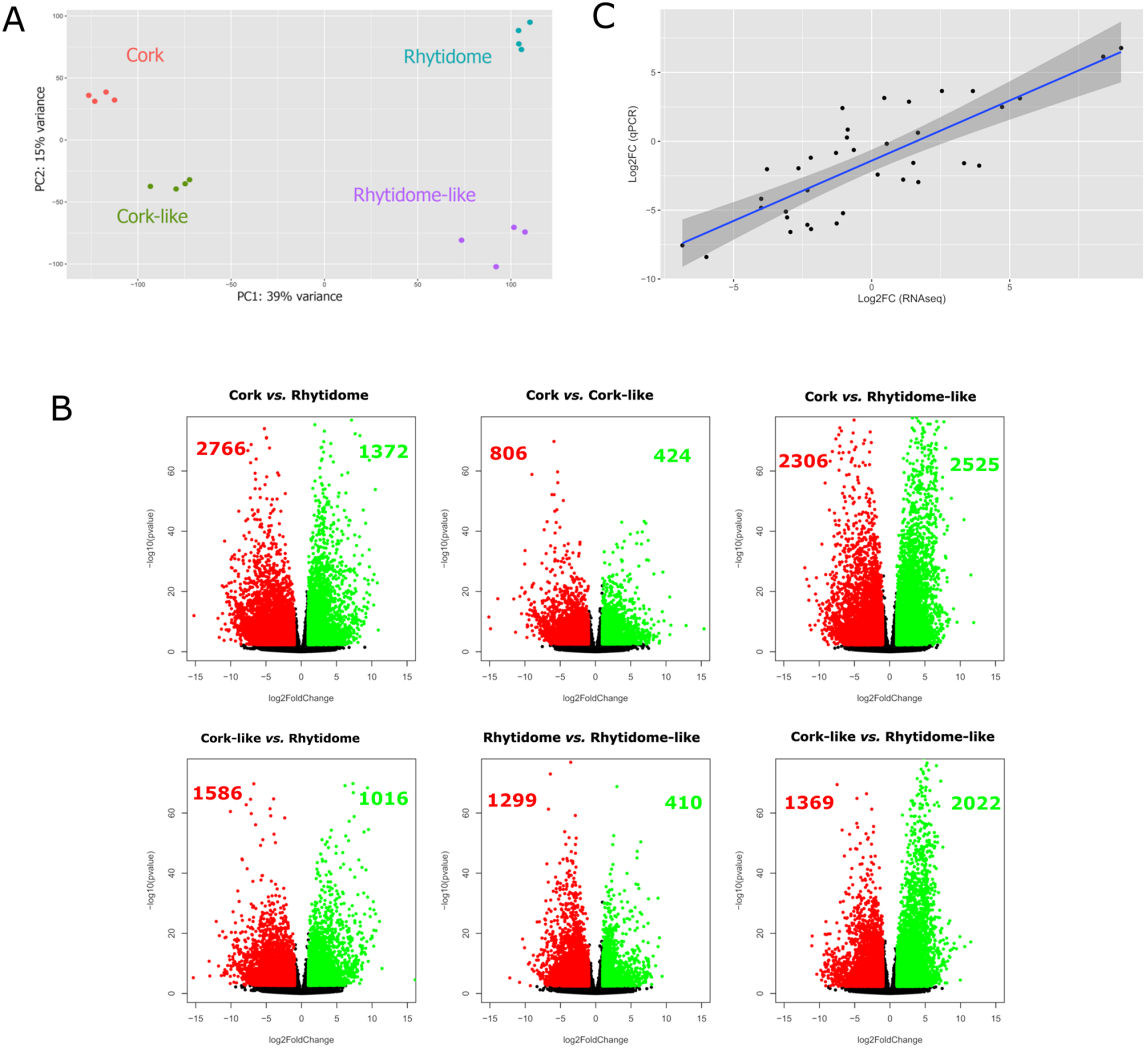
Transcriptome profile and differential expression analysis of the different outer barks. (**A**) Principal component analysis of the global transcript profile obtained from the outer barks of cork oak, holm oak and the hybrids. Similar transcriptomes within individuals of the same bark-type group together. The first principal component shows a clear separation between cork-type and rhytidome-type barks, as well as a gradient between cork, cork-like and rhytidome-type outer bark. The second component separates the rhytidome and rhytidome-like outer bark at opposite ends. (**B**) Volcano plot showing odds of differential expression (-log10 p-adjusted value) against ratio (log2 FoldChange) of different pairwise comparisons: cork/rhytidome, cork/cork-like, cork/rhytidome-like, cork-like/rhytidome, rhytidome-like/rhytidome, cork-like/rhytidome-like. Genes with –log10 greater than 2 and with log2FC absolute value greater than 1 are considered as DEGs. Green dots depict upregulated genes and red dots downregulated genes for each comparative. The number of upregulated and downregulated genes found in each comparison are shown in green and red, respectively within each graph. (**C**) Correlation graph of the mRNAs log2FC values between the RNA-seq and the qPCR analyses. The Pearson correlation coefficient (ρ) is 0.804 and the p-value < 0.001 (3.43 10^− 9^). The shaded area represents the confidence interval of the regression line

RNA-seq data were validated by analyzing the expression of six genes in the same samples (Table S3). Log2FC of relative transcript abundance values and Log2FC of RNA-seq data presented a positive correlation (Pearson correlation coefficient of 0.804 and a p-value < 0.001 (3.43 10^− 9^)), hence confirming the RNA-seq results (Fig. 3C).

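The 6 genes of Table S3 had 36 log2 fold changes in the 6 comparisons, from -6.19 to 8.20, of which 25 passed the test. The glycine-rich protein gene DC7.1-like was at 15.75 ± 0.42 rlog in cork and 16.37 ± 0.34 in cork-like bark, against 8.17 ± 0.46 in rhytidome and 11.24 ± 0.97 in rhytidome-like bark (SD, n = 4 libraries each). *RBOHD* (LOC112002845), an NADPH oxidase that produces reactive oxygen species, ran the other way, with a log2 fold change between cork and rhytidome of -6.19 (standard error 0.84, adjusted p = 2.4e-05 from limma). Rhytidome 67 lay apart from the other rhytidome libraries at this gene, at 9.91 against a mean of 13.00. The zinc finger gene *ZAT10*-like (LOC112003415) was highest in rhytidome, at 11.79 ± 0.79, and fell by 3.01 in rhytidome-like bark (standard error 0.43, adjusted p = 8.2e-05 from limma). The regulatory subunit of an SNF1-related kinase (LOC111986784) was higher in rhytidome-like bark than in rhytidome by 2.34 (standard error 0.14, adjusted p = 3.6e-08 from limma). The aspartyl protease gene (LOC111989591) was higher in cork than in rhytidome-like bark by 3.55 (standard error 0.16, adjusted p = 1.9e-10 from limma). The tubulin gene that served as the reference of the RT-qPCR (LOC112004091) was itself at 15.25 ± 0.41 in cork, 15.59 ± 0.14 in cork-like bark, 13.53 ± 0.27 in rhytidome and 12.33 ± 0.59 in rhytidome-like bark. The RT-qPCR values were not analysed here.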

### Outer bark development: GO enrichment and the most highly expressed genes give some clues about the differential features between cork and rhytidome-type barks

To identify the functional networks of proteins that distinguish bark types, the co-regulated genes were clustered and the enriched functional processes for each cluster were predicted. Based on their expression pattern, DEGs were grouped in eight clusters (Fig. 4).

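The 13888 DEGs were grouped by k-means on rlog values centred on each locus, in 8 clusters as in the paper, here lettered A to H from the most rhytidome-type to the most cork-type. Cluster A, with 1013 loci, had centroids of -2.27 in cork and -0.96 in cork-like bark against 1.58 in rhytidome and 1.66 in rhytidome-like bark. Cluster H, with 1109 loci, mirrored it, at 1.78 in cork and 1.34 in cork-like bark against -0.94 in rhytidome and -2.18 in rhytidome-like bark. The loci of Table S5 fell into the clusters by their type of bark. All 28 loci that Table S5 places in its cluster 4, which holds the suberin genes *GPAT5*, *KCS2* and *CYP86B1*, were in cluster H. All 6 of its cluster 1, among them *BAM3* and *MYB5*, were in cluster A, and all 9 of its cluster 3, among them *SOBIR1* and *SHR*, were in cluster B. These clusters group the same loci that the test selected, so their shapes are not independent evidence of a difference.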

**Fig. 4:**
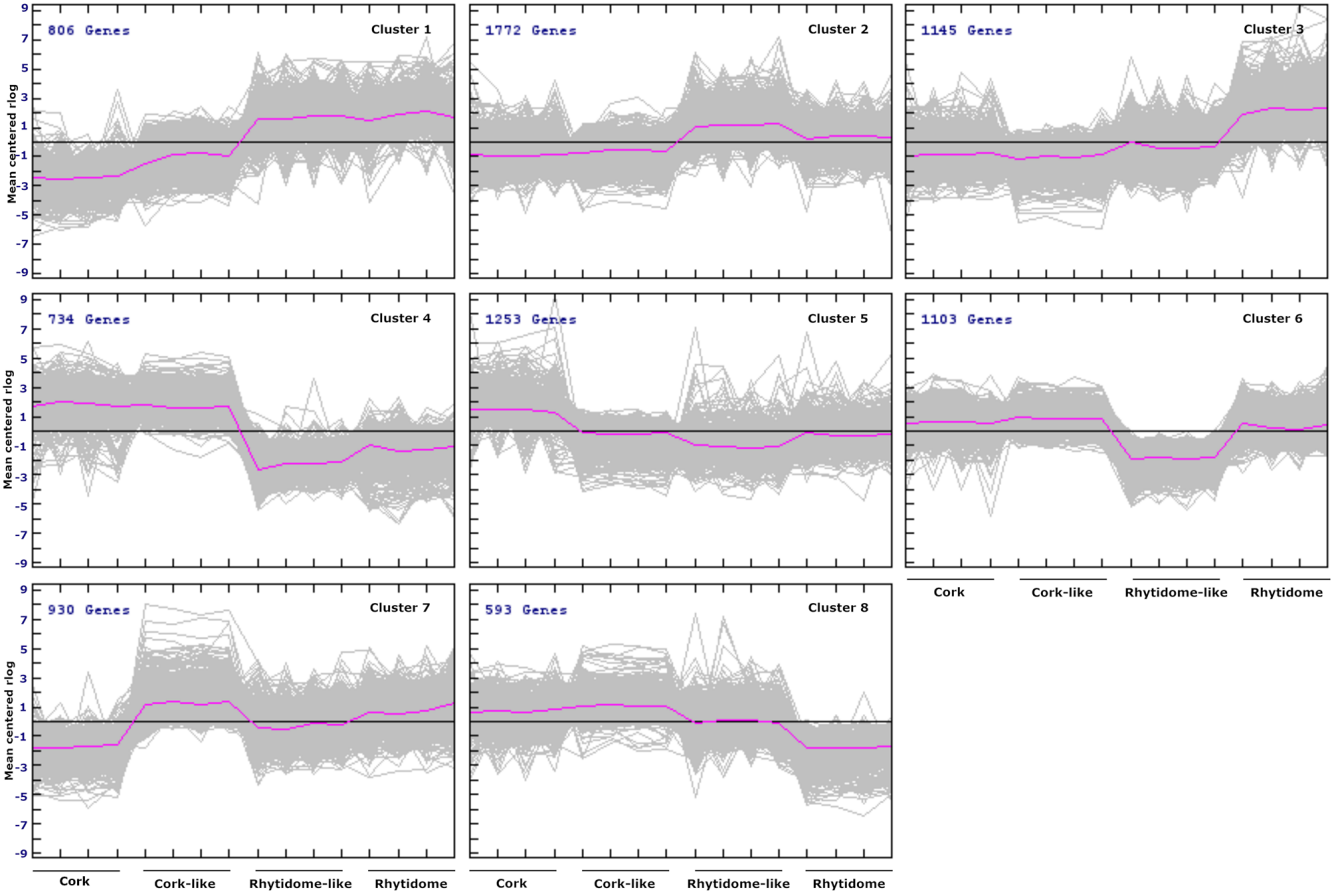
Cluster analysis of DEGs according to their expression profile in the different outer bark types. Eight clusters were obtained. Each cluster panel shows the number of genes included and the individual and averaged gene expression profile (rlog) in grey and purple lines, respectively. Clusters 1, 2 and 3 contain genes upregulated in rhytidome-type outer barks. Clusters 4, 5, 6, and 8 contain genes upregulated in cork-type barks. Cluster 7 shows particular expression peaks in cork-like and rhytidome outer barks

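Clusters A, B, C and D, whose centroids were lower in cork-type than in rhytidome-type barks by more than 0.5, held 7404 of the 13888 DEGs, 53.3%. Cluster C was the largest with 3419 loci, 24.6% of the DEGs, and peaked in rhytidome-like bark at 0.84, against 0.17 in rhytidome, -0.51 in cork and -0.50 in cork-like bark. Cluster B, with 1180 loci, was high in rhytidome alone, at 2.16, against -0.31 in rhytidome-like bark, -0.79 in cork and -1.06 in cork-like bark. The auxin response factor genes *ARF2* and *ARF6*, the class I homeobox gene *KNAT1* and the *FRIGIDA*-like genes of Table S5 are among the loci that the paper places in its rhytidome-type clusters, and all 28 such loci lay in clusters A to D. With 6 clusters in place of 8, the share biased toward rhytidome-type barks was 48.5%, and with each locus scaled to the same variance 48.0%. Among the DEGs from treat it was 48.4%, and the cork-type share was then the larger.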

Clusters with gene expression biased toward rhytidome-type barks (cluster 1, cluster 2 and cluster 3) amounted 44.7% of the total DEG. These rhytidome-type clusters were enriched in GOs related to abiotic stress, phenylpropanoid metabolism, cell death and genes classified into developmental processes (Fig. S2, Table S4).

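Clusters E, F, G and H were higher in cork-type barks by more than 0.5 and held 6484 of the DEGs, 46.7%. Cluster E was the largest of them with 2888 loci, 20.8% of the DEGs. It was at 0.83 in cork, 0.17 in rhytidome and 0.12 in cork-like bark, and at -1.12 in rhytidome-like bark, its lowest centroid. Cluster F, with 1666 loci, had its lowest centroid in rhytidome, at -1.07, against 0.70 in cork, 0.45 in cork-like bark and -0.07 in rhytidome-like bark. In cluster G cork lay below rhytidome, and only cork-like bark was high. All 54 loci that Table S5 takes from its clusters 4 to 6 lay in clusters E to H, among them the cell wall genes *EXT3*, *XTH28* and *XTH30* and the cambium regulators *WOX4* and *AIL6*. The share biased toward cork-type barks was 39.8% with 6 clusters and 41.5% with each locus scaled to the same variance, and it was 51.6% among the DEGs from treat, above the rhytidome-type share.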

Clusters with gene expression biased toward cork-type barks (cluster 4, cluster 5, cluster 6 and cluster 8) amounted to 44.2% of the total DEG. They were enriched in GOs related to lipid and phenylpropanoid metabolism, carbohydrates and cell wall biogenesis, oxido-reduction process, development and cell cycle (Fig. S3, Table S4).

An additional cluster (cluster 7), amounting to 11.16% of the total DEG, presented genes upregulated in cork-like and rhytidome barks and strongly downregulated in cork bark. 

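Cluster D, with 1792 loci or 12.9% of the DEGs, had a centroid of -1.36 in cork and was highest in rhytidome, at 0.91, and in cork-like bark, at 0.54. Rhytidome-like bark lay between, at -0.08. Its centroid in cork-type barks differed from that in rhytidome-type barks by -0.82 on the log2 scale, beyond the limit of 0.5 set for a bias. No cluster fell within that limit when 8 clusters were made. With 6 clusters 11.7% of the DEGs did, and with each locus scaled to the same variance 10.6%. Of the loci of Table S5, 1 fell in cluster D, and it comes from cluster 2 of the paper.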

The GO enrichment highlighted processes related to biotic and abiotic stress, cell death and senescence (Fig. S4, Table S4).

In order to identify candidate genes that regulate the formation of rhytidome-type and cork-type barks, the most expressed genes in the respective clusters among the development and cell wall related categories were selected (Table S5).

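Table S5 holds 82 loci, 28 from clusters with higher expression in rhytidome-type barks and 54 from clusters with higher expression in cork-type barks. Of the 28, 23 were lower in cork-type barks and 5 did not pass the test (24 lower when adjusted over the list alone). Of the 54, 53 were higher in cork-type barks and 1, *UGD* (LOC111990917), did not pass (53 when adjusted over the list alone). The log2 fold change was negative at all of the 28 and positive at all of the 54. The study chose these loci from the same libraries, so the counts are not independent evidence of their direction. Between the parents alone, 21 of the 28 were lower and 36 of the 54 higher in cork than in rhytidome (21 and 40 when adjusted over the list alone). Between the hybrids, 18 of the 28 were lower and 50 of the 54 higher in cork-like than in rhytidome-like bark (18 and 50 when adjusted over the list alone).

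**Figure D1:**
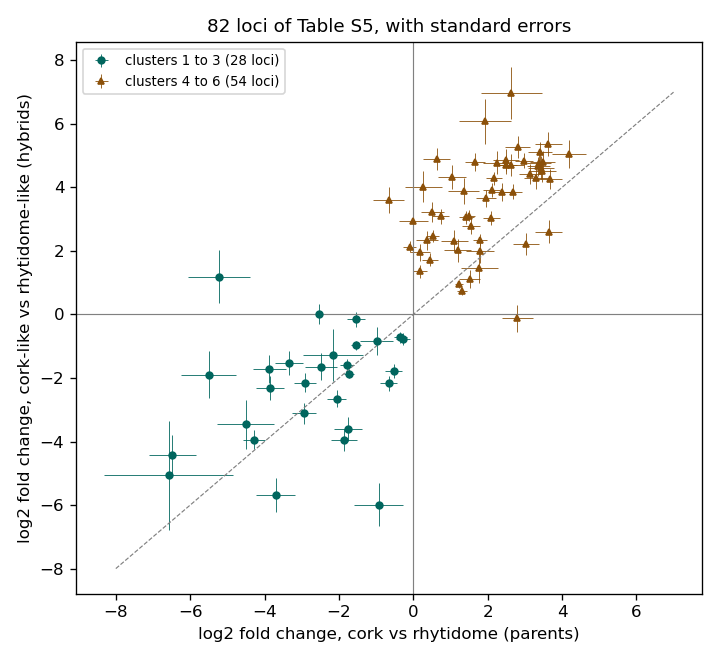
Log2 fold changes of the 82 loci of Table S5 between the parents (cork minus rhytidome, horizontal axis) and between the hybrids (cork-like minus rhytidome-like, vertical axis), from rlog values, with bars of 1 standard error from limma and a dashed line where both are equal. Circles in green are the 28 loci of clusters 1 to 3 and triangles in brown the 54 loci of clusters 4 to 6. For clusters 1 to 3 the median was -2.31 between the parents and -1.88 between the hybrids, and for clusters 4 to 6 it was 1.94 and 3.86. The median of all 82, 1.07 between the parents and 2.32 between the hybrids, mixes both classes.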

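In rhytidome-type barks several regulators of development were expressed at higher levels. *ARF6* (LOC112032136), an auxin response factor of periderm development, was at 14.90 ± 0.45 rlog in rhytidome and 15.37 ± 0.10 in rhytidome-like bark, against 13.12 ± 0.23 in cork and 13.79 ± 0.23 in cork-like bark (SD, n = 4 libraries each). *KNAT1* (LOC112015571), a homeobox regulator of meristems, fell by 1.79 in cork-type barks (standard error 0.10, adjusted p = 6.6e-10 from limma). A pair of *MYB5* loci fell by 4.11 (LOC112003598) and 2.68 (LOC112035506), and the suberin monomer transporter *WBC11/ABCG11* (LOC112029276) by 2.06 (standard error 0.30). *RRTF1/ERF109*, of programmed cell death, was highest in rhytidome at 13.50 ± 1.23 and reached 10.58 ± 0.73 in rhytidome-like bark, with a contrast between bark types of -4.69 (standard error 0.37, adjusted p = 5.0e-08 from limma). Cork differed from rhytidome-like bark by -0.78 ± 0.53 (standard error), which did not pass, and the mean was lowest in cork-like bark. Of 3 *FRIGIDA*-like loci, LOC111986594 differed by -2.36 (standard error 0.18, adjusted p = 4.4e-08 from limma), while LOC112017830 at -0.54 ± 0.12 and LOC112034633 at -0.91 ± 0.31 did not pass. Without rhytidome-like 18 the last of these passed, at -1.05. Of the 16 meristem, cambium and periderm regulators of Table S5, 9 were lower in cork-type barks, 5 higher and 2 did not pass. The counts were the same when adjusted over the list alone, which the study chose from these libraries and which is therefore not independent evidence. The RNA integrity number had a median of 8.55 in rhytidome and 8.45 in rhytidome-like bark, below 9.55 in cork and 9.05 in cork-like bark.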

Genes related to periderm development in Arabidopsis root (*ARF6* (*auxin response factor*)), suberin monomers transport (*ABCG11* (*adenosine triphosphate binding cassete transporter type G*)), epidermal cell morphology (*Myb5* (*myeloblastosis*)), protophloem and xylem cell differentiation (*Bam3* (*Barely meristem*) and *KNAT1/BP* (*homeobox protein knotted-1-like)/ BREVIPEDICELLUS*), respectively), cell expansion reduction (*Feronia*), flowering delay (*Frigida-like* genes), repression of cell division during flower organ growth (*ARF2*), programmed cell death (*RRTF1/ERF109, redox responsive transcription factor 1/ethylene responsive factor 109*) and organ abscission (*SOBIR1, suppressor of BIR*) [17–26] stood out among the most expressed genes related to developmental process in rhytidome-type bark clusters (Table S5). Moreover, other genes highlighted as relevant for vascular patterning such as *STM* (*shoot meristemless*), *SVP* (*short vegetative phase*), *PTL* (*petal loss*), *LBD4* (*lateral organ boundaries domain*), and *LBD1* were found [23, 27–29] (Table S5). In these clusters, several genes related to suberin accumulation, with some of them even being relevant for periderm development were also identified. Specifically, an *AtMyb84* homolog, although not specifically the *QsMyb1*, two *Myb4s*, *CYP94B1 (cytochrome P450)*, *CYP94B3*, and SHR (*short root*) were detected [30–37] (Table S5). Moreover, *PER39* (*peroxidase*), which is involved in proper lignin deposition localization, was also identified [34] (Table S5).

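Among genes of vascular patterning, *STM* (LOC111993990), which maintains shoot meristem cells, was at 13.99 ± 0.30 rlog in rhytidome-like bark against 12.53 ± 0.48 in rhytidome, 11.87 ± 0.22 in cork and 11.83 ± 0.36 in cork-like bark (SD, n = 4 libraries each). It rose by 1.46 (standard error 0.23, adjusted p = 1.8e-04 from limma) in rhytidome-like bark against rhytidome, while cork and rhytidome differed by -0.66 ± 0.23 (standard error), which did not pass. *SVP* (LOC111992586), a repressor of flowering, rose by 1.42 (standard error 0.19, adjusted p = 4.7e-05 from limma) in rhytidome-like bark and did not differ in the test between cork and rhytidome, at -0.27 ± 0.19. The *LBD4* locus LOC112038775 differed in cork-type barks by -2.91 (standard error 0.25, adjusted p = 1.1e-07 from limma). *PTL* (LOC111994212), which limits growth between floral organs, had a contrast of -1.15 (standard error 0.16, adjusted p = 1.5e-05 from limma). *LBD1* (LOC111995183) was near the floor of the table, at 2.54 ± 0.32 in rhytidome and 1.01 ± 0.01 in cork, where rlog understates differences. The call of *STM* between the rhytidome-type barks and that of *SVP* ended when a change of more than 1 on the log2 scale was tested.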

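The *MYB84* locus of the rhytidome-type clusters (LOC112010399), a homolog of a suberin regulator, was at 8.08 ± 1.65 rlog in rhytidome and 7.56 ± 1.26 in rhytidome-like bark, 5.66 ± 0.56 in cork-like bark and 2.58 ± 0.75 in cork (SD, n = 4 libraries each). Cork and rhytidome differed by -5.50 (standard error 0.74, adjusted p = 2.1e-05 from limma). *MYB4* repressors of phenylpropanoid genes had different patterns. LOC111990470 fell by 2.93 in cork against rhytidome (standard error 0.33, adjusted p = 3.9e-06 from limma). LOC112023509 stood out in rhytidome-like bark alone, at 7.28 ± 0.62, against 2.59 ± 1.46 in rhytidome, 1.65 ± 0.97 in cork and 1.30 ± 0.73 in cork-like bark. The *SHR* loci LOC112039835 and LOC112020835, which in roots specify the endodermis, fell by 3.86 and 2.92 in cork against rhytidome. *CYP94B3* (LOC112005217), which inactivates jasmonates, fell by 2.52 (standard error 0.31), and *CYP94B1* (LOC112020942), at -2.15 ± 0.81 (standard error), did not pass between the parents. Without rhytidome 94 this *CYP94B1* difference was -2.97, which passed. The *SHR* and *CYP94B3* loci lie low in the table, from 0.62 to 5.35 rlog on average in cork and rhytidome, so these sizes are understated.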

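*PER39* (LOC112024643), a peroxidase that places lignin in the Casparian strip, was at 5.81 ± 2.16 rlog in rhytidome (SD, n = 4), 2.53 ± 0.91 in cork-like bark, 1.35 ± 1.05 in rhytidome-like bark and 0.59 ± 0.29 in cork. Rhytidome exceeded the other barks. The log2 fold change was -5.22 (standard error 0.83, adjusted p = 1.0e-04 from limma) between cork and rhytidome, and -4.46 (standard error 0.83, adjusted p = 7.0e-04 from limma) between rhytidome-like bark and rhytidome. Between the cork-like and rhytidome-like hybrids it was 1.18 ± 0.83 (standard error), with adjusted p = 0.26 from limma, and did not pass. The contrast of cork-type against rhytidome-type barks, -2.02, passed with adjusted p = 0.0085 from limma. It did not pass without any of the cork or cork-like libraries, rhytidome 68 or 94, or rhytidome-like 20 or 21, at -1.64 to -2.12. The locus is expressed near the floor of the table in the other barks.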

Genes related to suberin accumulation (ASFT/FHT (*aliphatic suberin feruloyl transferase/fatty ω-hydroxyacid/fatty alcohol hydroxycinnamoyl transferase*), *CYP86B1*, *LTP1.4/LTP2* (*lipid transfer protein*)), organ growth (*MAT3* (*methionine adenosyltransferase 3*), *XTH* (*xyloglucan endotransglucosylase-hydrolase*), *glycosyl hydrolase/endo-1,4 β-D-glucanase*, *ACAT2* (*acetoacetyl CoA thiolase 2*), *HERK1* (*Hercules receptor kinase 1*), *RGP* (*reversible glycosylated protein*)), cytokinesis (*Extensin 3*), secondary wall formation of xylem cells (glycosyl hydrolase/endo-1,4 β-D-glucanase), xylem differentiation (*HB8* (*class III homeodomain-leucine zipper*)), ABA signalling pathway (*PLDα1* (*phospholipase Dα1*)) and cell wall integrity (*UGD2* (*UDP-glucose 6-dehydrogenase family protein*)) [38–53] stood out among the most highly transcribed genes related to development and cell wall biogenesis in cork-type bark (Table S5). Moreover, in all these clusters several genes related to suberin (*GPAT5* (*acyl-CoA: glycerol-3-phosphate acyltransferase*), *FAR4* (*fatty acyl-coenzyme A reductase*), *KCS2* (*3-ketoacyl-CoA synthase*), *ABCG2*, *GELP38* (*GDSL-type esterase/lipase*), *GELP51*, *GELP96*) and lignin (*PER3*, *PER72*) accumulation were also identified [34, 54–59] (Table S5). 

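*CYP86B1* (LOC112009780), which hydroxylates very-long-chain fatty acids for suberin, was at 16.77 ± 0.31 rlog in cork, 15.02 ± 0.08 in cork-like bark, 13.30 ± 0.34 in rhytidome and 10.50 ± 1.01 in rhytidome-like bark (SD, n = 4 libraries each). *ASFT/FHT*, the transferase that adds ferulate to suberin, has a pair of loci with contrasts of 3.91 (standard error 0.17, adjusted p = 1.5e-10 from limma) for LOC112007140 and 3.23 for LOC112001733 between cork-type and rhytidome-type barks. The lipid transfer protein gene *LTP1.4/LTP2* (LOC112036584) did not differ between cork and rhytidome in the test, at -0.00 ± 0.39 (standard error), and rhytidome-like bark lay below rhytidome, at -2.57 (standard error 0.39, adjusted p = 1.3e-04 from limma). Of the 12 loci of cell growth and cell wall in Table S5, 9 were higher in cork-type barks, 2 lower and 1 did not pass. The study chose this list from these libraries, so it is not independent evidence, and the counts adjusted over the list alone were 9 and 2. *MAT3* (LOC112032159), which makes the methyl donor of cell wall methylation, was higher by 1.89 (standard error 0.26, adjusted p = 2.0e-05 from limma). *GH9A1* (LOC112027607), an endo-glucanase of cellulose synthesis, was higher by 1.10 and *PLDα1* (LOC112037256), of abscisic acid signalling, by 1.02. *UGD* (LOC111990917), at 0.77 ± 0.14, did not reach the fold threshold. The calls of *GH9A1* and *PLDα1* ended after quantile normalization. The call of *PLDα1* also ended without rhytidome 67 or 94, cork-like 1 or 4, or rhytidome-like 18, with values of 0.99 to 1.00.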

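Genes of suberin synthesis, transport and polymerization were higher in cork-type than in rhytidome-type barks at 15 of the 18 loci of Table S5, lower at 2, and 1 did not pass (15 higher and 3 lower when adjusted over the list alone, which the study chose from these libraries and which is not independent evidence). The 3 loci with a negative change were *WBC11/ABCG11*, *CYP94B1* and *CYP94B3*, and both *CYP94* loci are weakly expressed, with a mean rlog under 5. The median change was 3.79 on the log2 scale. *GPAT5* (LOC112028279), an acyltransferase that starts suberin polyester assembly, was at 16.36 ± 0.20 rlog in cork and 15.72 ± 0.26 in cork-like bark, against 12.73 ± 0.34 in rhytidome and 10.35 ± 1.04 in rhytidome-like bark (SD, n = 4 libraries each). Between cork and rhytidome it differed by 3.63 (standard error 0.37, adjusted p = 1.3e-06 from limma). *KCS2* (LOC112030764), which elongates fatty acids, differed by 3.15 (standard error 0.32, adjusted p = 1.3e-06 from limma), and *ABCG2* (LOC111999232), a transporter of suberin monomers, by 3.43. The esterase genes *GELP38* (LOC111998717), *GELP51* (LOC112038078) and *GELP96* (LOC111989476), whose family polymerizes suberin, differed by 4.19, 3.68 and 3.48. Rhytidome-like bark had a lower mean than rhytidome at all 18 loci, 16 of which passed the test, with a median of -2.39, and rhytidome-like 21 lay below the mean of the other rhytidome-like libraries at 17 of the 18.

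**Figure D2:**
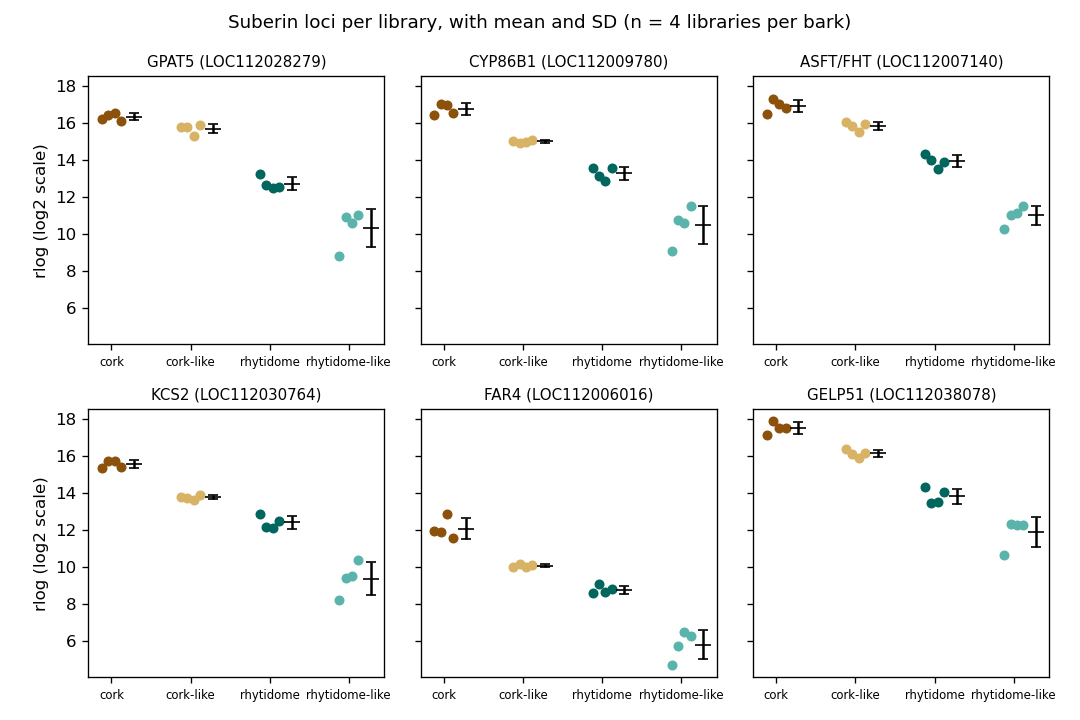
Expression (rlog) of 6 suberin loci in each library of cork, rhytidome, cork-like and rhytidome-like bark, with the mean and SD of 4 libraries per bark. At *GPAT5* the means run from 16.36 in cork to 10.35 in rhytidome-like bark.

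Among lignin peroxidases, *PER72* (LOC112006365) was at 12.17 ± 0.55 in cork and at 9.37 in rhytidome, 9.32 in cork-like and 9.44 in rhytidome-like bark, so only cork stood apart. The *PER3* loci LOC112024648 and LOC112041098 were higher in cork-type barks by 4.01 and 4.80. Between cork and rhytidome they differed by 1.93 ± 0.70 and 2.63 ± 0.82 (standard error), which did not pass. Both passed without rhytidome 68, at 2.51 and 3.26, the first also with the mapped percentage as a covariate, and the second also after quantile normalization or median centring and when adjusted over the list alone. Another *PER3* locus of Table S5, LOC111996084, ran from 8.05 to 9.65 rlog in the cork libraries and from 5.18 to 7.78 in those of rhytidome. The mean RNA integrity number also followed the bark type, at 9.575 in cork, 9.025 in cork-like bark, 8.55 in rhytidome and 8.4 in rhytidome-like bark.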

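Of the 14 suberin regulators of Table S5, 13 were higher in cork-type than in rhytidome-type barks and 1 was lower, the *MYB84* locus LOC112010399. The study chose them from these libraries, so this is not independent evidence, and the count adjusted over the list alone was 13 higher and 1 lower. Their median change was 2.65 on the log2 scale. *MYB93* (LOC112030452), an inducer of suberin genes, was at 12.85 ± 0.25 rlog in cork and 12.38 ± 0.20 in cork-like bark, 9.49 ± 0.54 in rhytidome and 7.72 ± 0.72 in rhytidome-like bark (SD, n = 4 libraries each). The contrast between bark types was 4.01 (standard error 0.22, adjusted p = 9.0e-10 from limma). A *MYB36* locus (LOC112023896), of a family member that directs Casparian strip formation, had 4.04 (standard error 0.24, adjusted p = 1.8e-09 from limma), the *MYB9* locus LOC112006609 had 3.27 (standard error 0.17, adjusted p = 6.4e-10 from limma) and the *MYB102* locus LOC111989495 had 3.61. The *MYB84* loci LOC111997050, LOC112007487 and LOC112031843 were higher in cork-type barks by 1.92, 1.87 and 1.35. Between cork and rhytidome they differed by 0.74 ± 0.23, 0.52 ± 0.31 and 0.38 ± 0.30 (standard error) and did not pass, while each was lower in rhytidome-like bark than in rhytidome. Table S2 gives LOC112031843 as a match of myb domain protein 63. Altogether 13 of the 14 regulators were lower in rhytidome-like bark than in rhytidome.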

Consistent with the upregulation of those genes, several *Myb* homologs involved in the induction of suberin genes were found (*Myb9*, *Myb36*, *Myb84*, Myb93, *Myb102*, and *Myc 2* (*myelocytomatosis 2*)) [32, 33, 60–64] (Table S5). Remarkably in cluster 4, which was enriched in suberin biosynthesis, there were homologs of genes reported to repress suberin accumulation (*Myb4*, *StNAC103/AtNAC058* (*NAM/ATAF/CUC*)) [37, 65]. In addition, in this set of clusters, genes previously reported to be related to cambium activity (*AIL6* (*aintegumenta-like*, *AIL5*, *WOX4* (*Wuschel homeobox related 4*)), and phellogen activity (*WOX4*), as well as xylem differentiation (*LBD18*), and phloem differentiation (*LBD4*) were also found [26–28, 53, 66, 67] (Table S5).

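*NAC058/StNAC103* (LOC112037487), a repressor of suberin accumulation, was at 14.60 ± 0.27 rlog in cork, 13.98 ± 0.42 in cork-like bark, 11.22 ± 0.41 in rhytidome and 9.20 ± 0.80 in rhytidome-like bark (SD, n = 4 libraries each). Its contrast between cork-type and rhytidome-type barks was 4.08 (standard error 0.23, adjusted p = 1.4e-09 from limma). *MYB4* (LOC112009383), in the same cluster of the paper, had a contrast of 3.12 (standard error 0.20, adjusted p = 5.7e-09 from limma). The *MYB4* locus LOC112037069 of another cork-type cluster was higher by 2.31 (standard error 0.12, adjusted p = 5.1e-10 from limma). LOC112035436 was weakly expressed and highest in cork-like bark, at 5.48 ± 0.16, against 2.76 ± 0.36 in cork and 3.43 ± 0.83 in rhytidome. Cork and rhytidome differed there by -0.67 ± 0.42 (standard error), which did not pass, and its call between bark types ended with the cork-like libraries averaged to 1 and when a change of more than 1 on the log2 scale was tested. Of the 6 repressors of Table S5, 4 were higher in cork-type barks and 2 were lower, the *MYB4* loci LOC111990470 and LOC112023509 (4 and 2 when adjusted over the list alone). The list was drawn by the study from these libraries and is not independent evidence of direction.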

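*AIL6* (LOC112018242), an AP2 factor that promotes cell division in the cambium, was at 9.12 ± 0.59 rlog in cork and 9.48 ± 0.33 in cork-like bark, against 6.50 ± 0.65 in rhytidome and 4.77 ± 0.41 in rhytidome-like bark (SD, n = 4 libraries each). The contrast between cork-type and rhytidome-type barks was 3.67 (standard error 0.25, adjusted p = 8.8e-09 from limma). *WOX4* (LOC111988759), which maintains cambium and phellogen activity, was higher in cork-type barks by 2.16 (standard error 0.17, adjusted p = 6.1e-08 from limma). *AIL5* (LOC112025300) was higher by 1.71 (standard error 0.25, adjusted p = 3.2e-05 from limma), with 6.66 ± 0.45 in rhytidome-like bark, while cork and rhytidome differed by 1.10 ± 0.35 (standard error), which did not pass. This difference passed without rhytidome 68 or after median centring, at 1.34 in both, and when adjusted over the list alone. The *LBD4* locus of the cork-type clusters (LOC111997151) was highest in cork, at 9.44 ± 0.44, with 8.00 ± 0.32 in cork-like bark, 7.93 ± 0.62 in rhytidome and 6.88 ± 0.15 in rhytidome-like bark. It differed between cork and rhytidome by 1.51 (standard error 0.29, adjusted p = 5.1e-04 from limma). The calls of *AIL5* and of this *LBD4* locus between bark types ended when a change of more than 1 on the log2 scale was tested.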

## Discussion

This work takes advantage of the differences between rhytidome and cork-type bark to better understand the molecular basis of periderm formation, especially cork formation. The ontogenesis of these barks stems from an insightful difference between both types: long-living versus short-living phellogen, which turns to a homogeneous and thick periderm and a heterogeneous tissue containing thin layers of periderms, respectively. Hence, the transcriptome comparison of both types of bark is the reflection of the tissue composition and cell activity and as such can be helpful for periderm knowledge.

### Suberization is a distinctive characteristic of cork-type barks and hybrids

Analysis of the chemical composition of the outer bark regarding holocellulose, suberin, lignin and extractives content yielded results consistent with anatomical observations and transcriptomes. Specifically, the increased suberin amount in cork-type bark compared to rhytidome-type bark is consistent with the suberin proportion for these two species reported previously [68] and also with the greater number of phellem cells reported here and previously [8, 11]. In addition, the chemical composition of these outer barks also agrees with their transcriptomes, because lipid metabolism and suberin GOs are only found in cork-type bark. In agreement with this, among the cork oak bark-upregulated genes, GO enrichment of the suberin biosynthetic process was found [8].

The transcriptome comparison using outer barks showing cork or rhytidome features provided 8,336 DEGs, including those identified in hybrid individuals. Genes clearly upregulated in rhytidome-type barks were found in clusters 1, 2 and 3, while genes upregulated in cork-type barks were in clusters 4, 5, 6, and 8. Clusters 2 and 7 were specifically upregulated in hybrid individuals, with DEGs upregulated in rhytidome-like bark hybrids (cluster 2) or in cork-like bark hybrid (cluster 7).

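Clusters C and G, of the grouping into clusters A to H, peaked in rhytidome-like and in cork-like bark. Cluster G held 821 loci, 5.91% of the DEGs, and was at 2.03 in cork-like bark, -0.65 in cork, -0.29 in rhytidome and -1.09 in rhytidome-like bark. Among the loci of Table S5 only *MYB4* LOC112035436 fell in it, at -2.72 ± 0.42 (standard error) in cork against cork-like bark. Cluster C held 8 loci of Table S5, all from cluster 2 of the paper. Over the 25617 loci tested, all 4 rhytidome-like libraries lay above all 8 parent libraries at 1928 loci, 7.53%, and all 4 cork-like libraries did at 1749 loci, 6.83%. Chance gives 0.202% for the rhytidome-like libraries of 4 trees, if the hybrids and both parents are alike at a locus. Where the parents differ, it is higher. For the cork-like libraries of 1 tree it gives up to 11.1% on the same terms, the value for a tree measured once. Whether the loci of cork-like bark exceed chance can therefore not be told. The match of glycosyl transferase family 35 (LOC112005908) was at 14.23 ± 1.00 rlog in rhytidome-like bark against 11.59 ± 0.98 in rhytidome and 9.19 ± 0.39 in cork (SD, n = 4). A match of glucose-1-phosphate adenylyltransferase (LOC112024621), of starch synthesis, was at 13.56 ± 1.15, 10.51 ± 1.17 and 8.77 ± 0.21, and rose by 3.05 (standard error 0.59, adjusted p = 9.1e-04 from limma) in rhytidome-like bark against rhytidome. Cork-like libraries come from 1 tree, so features of that tree and of its bark type are not separable.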

Hybridization and introgression are well known to modify gene expression, due to the disruption of regulation pathways, mainly of trans-acting regulators, epistatic relationships or the lack of intermediate gene products acting in complex metabolic routes, for example [69–73]. This is the case of bark development, where F1 hybrids, carrying a copy of *Q. suber* genes, fail to form a long-living or persistent periderm. Maybe more interesting is the general suberization of inactive phloem, suggesting an alteration of expression patterns in this tissue, prior to its final death [11]. Genes upregulated specifically in rhytidome-type hybrids (cluster 2) may underlie this feature (Fig. S2). Considering that ABA and stress trigger suberin accumulation and the aliphatic and aromatic nature of the suberin polymer, it is tempting to speculate that cluster 2 genes belonging to GOs related to response to abiotic stress, RNA metabolism and gene expression, aromatic compound metabolism and development may be involved in the suberization of phloem cells. On the other side, the individual identified as a backcross with cork oak, the cork-like bark hybrid [13], is expected to carry, on average, two alleles coming from cork oak on half of the genes involved in bark formation. Consistently, it showed much thicker layers of phellem in its outer bark, while no suberization of inactive phloem had been detected. The clues of this thicker phellem could be in clusters 4 and 6, which corresponded to GOs related to lignin, suberin, cell wall formation, cell development and cell cycle (Fig. S3). 

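Among named genes, matches of a GBF-interacting factor and of carbonic anhydrase 2 and the gene *RBOHD* lay most above cork in cork-like bark, while *RRTF1/ERF109* and the match of AT5G14930 (LOC112010950), a senescence-associated gene, were higher in cork. The match of carbonic anhydrase 2 (LOC112019297) was at 11.66 ± 0.13 rlog in cork-like bark, 14.05 ± 1.01 in rhytidome and 7.44 ± 0.35 in cork (SD, n = 4 libraries each), a log2 fold change of cork against cork-like bark of -4.22 (standard error 0.39, adjusted p = 2.6e-06 from limma). *RBOHD*, which produces reactive oxygen species in defence, had -3.60 (standard error 0.84, adjusted p = 0.0046 from limma). A cysteine proteinase match (LOC111990580), of protein breakdown, had -3.22 (standard error 0.42, adjusted p = 5.2e-05 from limma) and a match of temperature-induced lipocalin (LOC112019869), of heat and oxidative stress tolerance, -3.07 (standard error 0.38, adjusted p = 3.2e-05 from limma). A match of a GBF-interacting factor (LOC112013245) was at 6.25 ± 1.00 in cork-like bark and 1.95 ± 0.31 in cork. A cystathionine beta-synthase family match (LOC112040570) and a match of auxin response factor 18 (LOC112005008) had -3.32 and -3.01. Of the 82 loci of Table S5, 6 were lower and 13 higher in cork than in cork-like bark. These names are Arabidopsis matches except *RBOHD* and *RRTF1/ERF109*. The calls of *RBOHD* ended without cork 87, 89 or 90 or cork-like 2, 3 or 4 (between -3.27 and -3.65), and all these calls except that of carbonic anhydrase 2 ended when the cork-like libraries were averaged to 1.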

Cluster 7 showed the most differential features between cork and cork-like bark hybrid, which GOs were biotic and abiotic response and signalling, cell death and senescence, among others (Fig. S4).

### Cell division, cell expansion and cell differentiation in the bark types

Globally, the gene ontologies enriched in cork-type and rhytidome-type contained upregulated genes that displayed opposite functions referring to cell proliferation, cell expansion, and cell differentiation (Fig. 5). These contrasting gene activities align with the phenotype described for cork and rhytidome outer barks, since a major number of larger phellem cells, with higher suberin content (Fig. 2B), are produced in cork when compared with the rhytidome [8]. For rhytidome-type barks, upregulated genes related to (i) meristem activity inhibition, (ii) inhibition of cell expansion and (iii) cell differentiation were identified. For example, regarding the most expressed and upregulated genes in rhytidome-type barks, genes that inhibit cell division (i) such as *ARF2*, *BAM3*, *SVP*, *PTL* and *LBD1* were detected. 

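*BAM3* (LOC112030870), whose kinase limits protophloem differentiation, was at 11.46 ± 0.57 rlog in rhytidome and 12.44 ± 0.62 in rhytidome-like bark, against 8.01 ± 1.45 in cork-like bark and 4.98 ± 1.11 in cork (SD, n = 4 libraries each). Cork and rhytidome differed by -6.48 (standard error 0.64, adjusted p = 1.0e-06 from limma). *ARF2* (LOC111990207), a repressor of cell division, was at 14.53 ± 0.20, 14.54 ± 0.15, 13.57 ± 0.26 and 12.99 ± 0.12 in the same order, and the contrast of cork-type against rhytidome-type barks was -1.26 (standard error 0.10, adjusted p = 4.5e-08 from limma). *SVP* differed between cork and rhytidome-like bark by -1.70 (standard error 0.19, adjusted p = 2.3e-06 from limma) and *PTL* by -1.03 ± 0.22 (standard error). *LBD1* differed between cork and rhytidome by -1.54 (standard error 0.23, adjusted p = 6.7e-05 from limma). In the contrast of both bark types, *SVP* at -0.53 ± 0.14 and *LBD1* at -0.84 ± 0.17 did not reach the fold threshold. *LBD1* lies near the floor of the table, where rlog understates differences, and the paper gives -5.74 between cork and rhytidome. Its miss of the threshold therefore does not speak against a difference. The call of *PTL* against rhytidome-like bark ended without cork 89, at -0.99, or rhytidome-like 14, at -0.95, and those of *LBD1* ended after quantile normalization.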

*ARF2* is a repressor of cell division and flower organ growth [18]. *BAM3*, also could inhibit cell division because the null mutation in *BAM3* suppress the postembryonic root meristem growth defect of *BRX* (*brevis radix*) mutant [21]. SVP and PTL inhibit vascular cambium activity [28] and PtLBD1 suppresses the vascular cambium cell identity and promotes phloem differentiation [27]. In relation to cell expansion inhibition (ii), *FERONIA* was identified. 

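The *FER* locus LOC112029792, which codes for a receptor kinase that restrains cell elongation, was at 11.55 ± 0.83 rlog in rhytidome and 10.98 ± 1.21 in rhytidome-like bark, against 7.04 ± 1.92 in cork and 7.52 ± 0.29 in cork-like bark (SD, n = 4 libraries each). The contrast of cork-type against rhytidome-type barks was -3.98 (standard error 0.54, adjusted p = 1.5e-05 from limma). The other *FER* locus, LOC112000806, varied widely within rhytidome-type barks, at 10.85 ± 2.77 in rhytidome and 9.27 ± 4.48 in rhytidome-like bark, against 4.27 ± 1.44 in cork and 4.21 ± 0.67 in cork-like bark. It differed between cork and rhytidome by -6.58 (standard error 1.73, adjusted p = 0.0052 from limma), and between cork and rhytidome-like bark by -5.00 ± 1.73 (standard error), which did not pass. Its call between cork and rhytidome ended without cork 89, 90 or 91 or rhytidome 33, 68 or 94 (between -5.98 and -6.77), and without rhytidome-like 21 the comparison with rhytidome-like bark passed, at -7.12.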

Feronia reduces cell expansion by binding to RALF (rapid alkalinization factor) and increasing the apoplastic pH [22], as well as promoting crosslinking between cell wall pectins by pectin de-esterification [74]. Concerning cell differentiation (iii), several positive regulators of triggering cell differentiation over meristematic cell state were upregulated such as *LBD1* (mentioned above), *BAM3*, *ARF6*, *KNAT1/BP*, *STM*, and *LBD4*. *BAM3* was proposed to participate in the differentiation of protophloem [21]. *ARF6*, expressed in all stages of root periderm development in Arabidopsis [26], induces vascular patterning and epidermal cell differentiation through negative regulation of class 1 *KNOX* genes [75]. About these *KNOX* genes, *KNAT1/BP* was identified, that, despite promoting vascular cambial activity [28] and increasing the number of periderm cell layers in the root [26], it has an opposite role in the hypocotyl by promoting xylem differentiation together with *STM*, another class I *KNOX* gene [23], which was also upregulated in rhytidome-type samples. *LBD4* was considered a major node in the network of vascular development [28] related to phloem recovery defects, possibly acting as a boundary regulator or as an amplifier of divisions on the phloem side of the procambium [29]. Conversely, regarding cork-type barks, genes (i) promoting cell division (*AIL6*, *HB8*, *AIL5*, *RGP*, *EXT3*, *cyclins*, and *cyclin-dependent kinase*) and meristem maintenance (*AIL6*, *glycosyl hydrolase*, *WOX4*, *HB8*) and, (ii) some genes involved in cell expansion (*XTHs*, *ACAT2*, *ERK1*, and *expansins*) and (iii) radial growth (*LBD4* and *LBD18*) were identified, supporting the superior cell size and cell production of phellem layers in cork oak. 

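The xyloglucan endotransglucosylase genes *XTH28* (LOC112005138) and *XTH30* (LOC112025227) had contrasts of cork-type against rhytidome-type barks of 3.02 (standard error 0.16, adjusted p = 6.6e-10 from limma) and 3.52. *XTH30* was at 14.58 ± 0.14 rlog in cork and 14.52 ± 0.31 in cork-like bark, against 12.33 ± 0.62 in rhytidome and 9.74 ± 0.91 in rhytidome-like bark (SD, n = 4 libraries each). *ACAT2* (LOC111992289), of the mevalonate pathway, was higher by 2.07 (standard error 0.14, adjusted p = 6.5e-09 from limma) and *HERK1* (LOC112000774), a receptor kinase of cell elongation, by 2.24 (standard error 0.14, adjusted p = 3.5e-09 from limma). The expansin *EXPA4* (LOC112017318) differed between cork and rhytidome by 0.19 ± 0.27 (standard error), which did not pass, and rhytidome-like bark lay below rhytidome, at -2.66 (standard error 0.27, adjusted p = 3.4e-06 from limma). *HB-8* (LOC112029705), a regulator of vascular cell identity, was at 0.52 ± 0.18 between cork and rhytidome, 0.85 ± 0.18 between cork-like bark and rhytidome and -1.62 (standard error 0.18, adjusted p = 8.8e-06 from limma) between the rhytidome-type barks. For *EXPA4*, *HB-8* and *RGP2*, cork and cork-like bark each passed the thresholds over the rhytidome-like hybrids and not over holm oak, where *HB-8* in cork-like bark missed the threshold of the fold change alone (adjusted p = 0.0015 from limma). Cyclins, cyclin-dependent kinases and *LBD18* are not in Table S5 and were not analysed here.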

Regarding meristem activity (i), AIL6, together with ANT and AIL7, is required for meristem maintenance, by promoting cell division and repressing cell differentiation in shoot apical meristem [66]. The glycosyl hydrolase is a membrane-bound endo-1,4 β-D-glucanase involved in cellulose synthesis necessary for maintaining meristematic pattern, organ growth in shoot and root and hormone response [47], that can regulate cortical microtubule organization [76]. As concerns to WOX4, it has been shown that it promotes phellogen activity in root periderm [26] and HB8 inhibits cell division and promotes cellular quiescence in the vascular cambium stem-cell organizer, located at the xylem side of the vascular cambium, but able to maintain xylem and phloem identity at both sides [53]. These results allow us to speculate that HB8 would induce a similar dynamic organizer within the phellogen stem cell population, which would also accumulate WOX4, as reported for vascular cambium [53]. 

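*EXT3* (LOC112039578), an extensin that lays down the cell plate, was at 14.91 ± 0.16 rlog in cork, 12.54 ± 0.69 in cork-like bark, 11.27 ± 0.49 in rhytidome and 9.93 ± 0.76 in rhytidome-like bark (SD, n = 4 libraries each). It differed between cork and rhytidome by 3.64 (standard error 0.37, adjusted p = 1.3e-06 from limma). The reversibly glycosylated protein gene *RGP2* (LOC112004750), of cell wall synthesis, was at 14.19 ± 0.27 in cork, 13.73 ± 0.21 in cork-like bark and 14.28 ± 0.33 in rhytidome, and at 11.59 ± 0.20 in rhytidome-like bark. Cork and rhytidome differed by -0.09 ± 0.18 (standard error), less than the spread of the libraries, while rhytidome-like bark differed from rhytidome by -2.69 (standard error 0.18, adjusted p = 9.0e-08 from limma). The contrast of both cork-type against both rhytidome-type barks, 1.02 (standard error 0.13, adjusted p = 5.2e-06 from limma), was just past the fold threshold and was lost after quantile normalization, and without cork 89 or 91, rhytidome 68 or 94, cork-like 1 or rhytidome-like 14, where it was 0.98 to 1.00.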

Cork-type barks also showed upregulation of genes involved in cell division and/or cell plate formation such as *RGP* and *EXT3* [39, 40]. As regards genes inducing cell expansion (ii), XTH is able to modify xyloglucans chains, which turnover is required during cell and organ elongation [41, 77]. ACAT2 catalyses the formation of mevalonate-derived isoprenoids with consequences on the proper growth of vegetative tissues and a special effect on cell number in the xylem and phloem [50]. HERK1 is a receptor-like kinase (RLKs) shown to be involved in cell expansion by regulating xyloglucan endotransglucosylase/hydrolases and expansins [42]. According to this function, several x*yloglucan endotransglucosylase/hydrolase* and *expansins* were also found upregulated in cork-type barks and specifically in the same cluster. Finally, several LOB domain-containing proteins involved in radial growth [28] were upregulated in cork-type barks. It was shown that one of them was expressed in the secondary phloem (*LBD4*) and the other in secondary xylem (*LBD18*) and it was suggested that *LBD4* was involved in recruiting cells into the phloem lineage while defining the phloem-procambium boundary [27, 29].

**Fig. 5:**
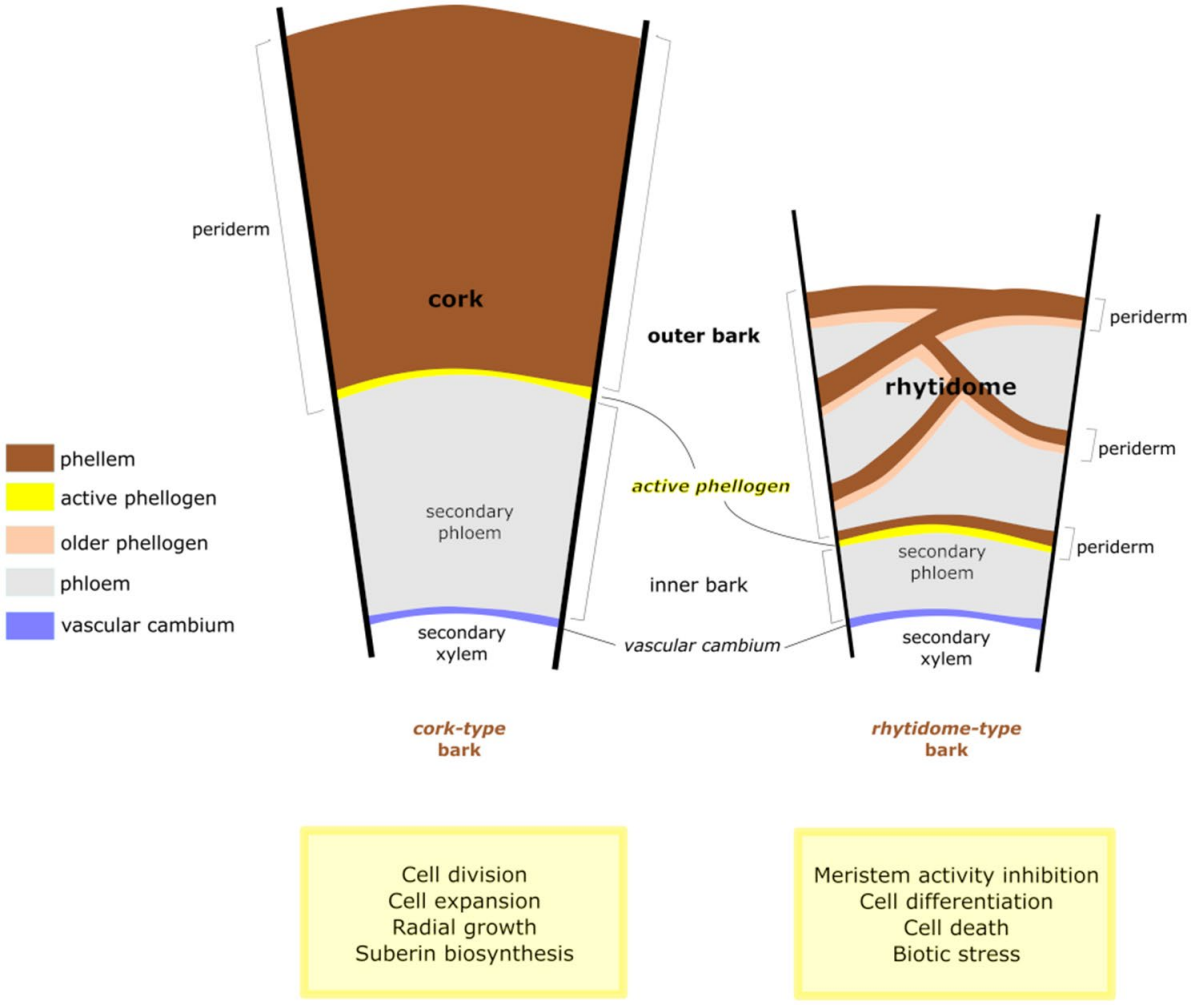
Summary of biological processes occurring during cork and rhytidome formation. This summary is based on upregulated genes and processes in cork-type and rhytidome-type outer barks from *Q. suber*, *Q. ilex* and their natural hybrids (cork-like and rhytidome-like). The outer tissue portion analysed corresponded to the inner face of the outer bark, which includes the meristematic active cells of phellogen and the alive phellem cells, and for rhytidome-type bark also included alive secondary phloem. Phellogen in *Q. suber* extends concentrically, is reactivated every growing season and forms a persistent periderm during the entire tree life called cork. In *Q. ilex*, the periderm is not persistent and is substituted for new and active phellogens formed inwardly within secondary phloem and yielding a rhytidome outer bark constituted by subsequent periderms with phloem tissue enclosed between them. The phelloderm, derived from each phellogen and located inwardly, has been omitted for simplicity; phelloderm, phellogen and phellem constitute each of the periderms depicted. Sketch inspired from Junikka [94]

### Cell abscission-related processes correlate with rhytidome-type bark features

One of the most striking differences between rhytidome- and cork-type barks is the shedding of outer bark layers from rhytidome and the ability to keep one unique persistent periderm within yearly produced phellem cells. It is highly remarkable *SOBIR1*, upregulated in rhytidome, which was recently suggested to contribute to organ abscission by transducing the signal downstream of SERK proteins [25]. 

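The *SOBIR1* loci LOC111990511 and LOC112013898 were highest in rhytidome, at 12.69 ± 0.80 and 12.03 ± 0.77 rlog (SD, n = 4 libraries). LOC111990511 was at 10.47 ± 0.61 in rhytidome-like bark, 8.82 ± 0.90 in cork and 8.75 ± 0.25 in cork-like bark. Cork and rhytidome differed by -3.87 (standard error 0.44, adjusted p = 3.9e-06 from limma) at LOC111990511 and by -3.33 (standard error 0.38, adjusted p = 4.3e-06 from limma) at LOC112013898. Rhytidome-like bark also lay below rhytidome, at -2.22 (standard error 0.44, adjusted p = 0.001 from limma) at LOC111990511 and -1.92 at the other. The calls of both loci between cork and rhytidome-like bark, -1.65 and -1.41, ended without cork 87 or 89 or rhytidome-like 20 or 21, where they were between -1.16 and -1.60. The loci are alike in pattern, and reads that map to both would have been left out of the counts.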

Organ abscission is a precisely controlled process that gives rise to cell wall loosening and degradation of cell wall components, being pectin-rich middle lamella the major physical mediator of cell adhesion and separation [78]. Besides, organ abscission is induced by jasmonic acid, which overlaps with defence processes [79], and lignin deposition also takes place to the abscised region limit to restrict cell wall hydrolyzing enzymes [80]. It is worth mentioning that cluster 3, induced in rhytidome-type barks and with a peak in rhytidome, in which *SOBIR1* is found, is enriched in biotic stimulus, lignin, jasmonic acid, and cell wall biogenesis. The cell wall-related genes identified in this study can be insightful and it is tempting to speculate that cell abscission is an active process leading to rhytidome-type bark.

## Conclusions

The main goal of the present study is to provide insight into the molecular mechanisms driving the development of different types of outer bark in woody species, namely the most common rhytidome (characterized by anastomosed thin periderms, encompassing sectors of lignified dead phloem) and the unique, thick phellem typical of *Q. suber* and few other species which present a single long-lived or persistent phellogen. For this purpose, chemical, anatomical and transcriptomic approaches have been performed in *Q. ilex* (rhytidome), *Q. suber* (thick cork) and hybrid samples. Analysis of the chemical composition of these bark types is consistent with the anatomical observations, with *Q. suber* yielding a larger suberin amount, while hybrid samples show different intermediate situations. The inclusion of hybrids has allowed us to highlight 8,336 DEGs. It is shown that cork-type barks are enriched in GOs related to lipid metabolism and cell cycle while rhytidome-type barks are mostly enriched in GOs related to abiotic, biotic stress and cell death. Focusing on cell wall biogenesis and development, genes promoting meristem activity and cell expansion are upregulated in cork-type barks, while rhytidome-type barks show higher expression of genes inhibiting cell division and expansion and promoting cell differentiation. Further research is needed to disentangle the regulatory pathways of the candidate genes identified in this work, as well as their additive and non-additive effects on bark development.

## Methods

### Outer bark harvesting

Outer barks of tree trunks from four adult cork oaks (*Quercus suber* L.) and four holm oaks (*Quercus ilex spp rotundifolia*) were harvested. Six and five *Q. ilex* x *Q. suber* hybrids were sampled for the chemical and transcriptomic analyses, respectively. The cork oak trees had not been previously decorticated, so virgin cork was used for the analyses. Trees were naturally grown in a mixed holm oak-cork oak forest in Fregenal de la Sierra (Extremadura, Spain). These hybrids were previously identified according to morphological features and molecular markers and a detailed anatomy was reported recently [11, 13]. The samples were obtained when the phellogen activity was high enough to allow the outer bark detachment from the inner bark. For each cork oak, holm oak and rhytidome-like groups, four south-oriented bark samples each from a different tree were sequenced. For the cork-like hybrid unique individual, four bark samples extracted from the north, south, west, and east orientations were sequenced. Outer bark was harvested at breast height, and it was manually removed from the trunk using a hammer and a chisel. The material was collected from the inner face of the outer barks scratching with a chisel, immediately frozen in liquid nitrogen, and kept at -80 ºC for further use. Anatomical observations were performed as detailed in de Burgos et al. [11].

### Chemical analysis of the outer barks

Chemical analyses were performed in one representative sample of cork and rhytidome, five samples of rhytidome-like bark hybrids and one sample from the cork-like bark hybrid. The summative chemical analyses included the determination of ash, extractives, suberin, Klason lignin, and holocellulose. The ash content was determined by incinerating 2 g of cork at 525ºC for 1 h with a muffle furnace (Faenza, Italy). Extractives were determined by successive Soxhlet extraction with dichloromethane (6 h), ethanol (8 h) and hot water (20 h). After each extraction, the cork residue was air-dried and kept for subsequent analysis and the extracted solution was evaporated to obtain the solid residue, which was weighed. The suberin content was determined in extractive free material by alkaline methanolysis for its depolymerisation using a Soxhlet in reflux mode for 3 h. Then, the extracted liquid was acidified with 2 M H_2_SO_4_ to pH 6 and evaporated to dryness in a rotating evaporator (Aircontrol, Spain). This residue was suspended in 100 ml H_2_0 and extracted with 100 ml CHCl_3_ three times. The combined extracts were dried over Na_2_SO_4_, filtered, evaporated, and determined gravimetrically as suberin. On the other hand, the desuberized solid material was used for Klason lignin determination by hydrolysis with 72% H_2_SO_4_ [81]. Holocellulose fraction was isolated from desuberized fraction by delignification using the acid chloride method [82]. All measurements were reported as a percentage of the original sample. Principal components analysis (PCA) was performed to plot the variation of outer bark chemical composition using the log-transformed data of the percentage of each fraction (variables) in the eight samples.

### Total RNA extraction and purification

Total RNA was extracted from outer barks using a modified method described previously [83, 84]. Two grams of tissue were grounded in liquid nitrogen using a mortar and pestle and rapidly mixed with 15 ml of preheated (65 ºC) CTAB extraction buffer (2% CTAB, 4% PVP-40, 300 mM Tris-HCl pH 8.0, 25 mM EDTA, 2 M NaCl, and 3.3% 2-mercaptoethanol) using a vortex. After a 10-min incubation at 65 °C, the sample was extracted twice with one volume (V) of chloroform: isoamyl alcohol 24:1 (v: v), followed by centrifugation at 15,000 *g* for 20 min. The aqueous fraction was precipitated using 1 volume of isopropanol and 0.1 volume of NaOAc 3 M (pH 5.2) and incubated for 3 h at -80 °C or overnight at -20 °C. The precipitate was collected by centrifugation at 15,000 *g* for 30 min, resuspended in 700 µl of preheated (65 °C) SSTE buffer (1 M NaCl, 0.5% SDS, 10 mM Tris-HCl pH 8 and 1mM EDTA), treated twice with the same volume of chloroform: isoamyl alcohol (24:1 (v: v)) and centrifuged 10 min at 21,000 *g*. The supernatant was precipitated overnight with 2 volumes of ethanol 100% at -80 °C and collected by centrifugation at 21,000 g for 30 min at 4 ºC. After two washes with 70% ethanol, the nucleic acid pellet was resuspended in 50 µl of RNase-free water. RNeasy Power Plant Kit (Qiagen) and DNAse I on-column digestion were used to remove polyphenols and genomic DNA, respectively. Briefly, 500 µl of MBL (99: 1 MBL: β-mercaptoethanol) was added to 50 µl of each total RNA sample together with 50 µl of PSS and 200 µl of IRS. The total RNA yield was measured with a Nanodrop and the RNA integrity values (RIN) were obtained with a Bioanalyzer 2100 (Pico RNA 6000 Kit, Agilent). The values obtained for each of the samples are shown in Table S2.

### Analysis of RNA-seq high-throughput mRNA sequencing data

Outer bark cDNA libraries were obtained using the MGIEasy RNA Library Prep Kit V3.1 and 3 µg of each sample (RIN value > 8). Sequencing was performed by the BGISEQ500 (paired-end reads of 100 bp) at BGI Genomics (Hong Kong). In total, 16 samples were sequenced. A minimum of 100 M reads was obtained for each library. The quality of raw reads was assessed with FASTQC software [85] and removal of the first low-quality 12 bp was performed with Trimmomatic [86]. The reads were mapped with GSNAP [87] against the *Q. suber* genome as a reference (GCF_002906115.1_CorkOak1.0_genomic.fna) [16], and the unique concordantly mapped reads were kept for library construction. Willing to work with unique gene identifiers, different isoforms were collapsed using the genome positions and total counts were estimated by HTSeq-count [88]. PCA analysis of transcript profiling was conducted using the plotPCA function of DESeq2 [89] on the count data after variance stabilizing transformation. The results were customized and displayed in bivariate diagrams showing the main factors displayed by ggplot2 [90].

The count matrix was generated using the 16 libraries and allowed to identify differentially expressed genes (DEGs) using the DESeq2 package [89]. DEGs were obtained from raw read counts by pairwise comparison: cork (cork oak bark) vs. rhytidome (holm oak bark), cork vs. cork-like bark (hybrid bark similar to cork), cork vs. rhytidome-like bark (hybrid bark similar to rhytidome), cork-like vs. rhytidome, rhytidome-like bark vs. rhytidome and cork-like vs. rhytidome-like. Genes with an adjusted p-value smaller than 0.01 and log2FC ≤ -1 and ≥ 1 were considered as DEGs. DEGs were clustered using the MeV program [91]. The count data (rlog) was mean centered by gene and analyzed by k-means and Euclidean distance. To obtain the *Arabidopsis thaliana* homologs, Blastp and the TAIR10 library from Ensembl were used, with the options num_alignments 1 and e-value 1e^− 08^. AgriGO V2.0 [92] was used for gene ontology enrichment for the best Arabidopsis homologs (FDR ≤ 0.05). The GO terms were manually collapsed based on the analogous description and the set of genes they contained.

### Real-time quantitative PCR

The analysis was performed in all biological replicates using primers for six genes (Table S3). First-strand cDNA was synthesized from 200 ng DNase digested RNA using RevertAid First Strand cDNA Synthesis Kit (Thermofisher). The synthesis of cDNA was performed using oligodT primer and following manufacturer’s instructions. The program for the cDNA synthesis was as follows: 16 °C for 30 min; 60 cycles of 30 °C for 30 s, 42 °C for 30 s and 50 °C for 60 s; 85 °C for 5 min. Real-time PCR analysis was performed using a LightCycler® 96 Real-Time PCR System (Roche). Primers were designed for each gene with Primer3-0.4.0 software (http://bioinfo.ut.ee/primer3-0.4.0/). Each RT-qPCR reaction (10 µl) contained 5 µl of SYBR Green Select Master Mix (Roche), 300 nM of the corresponding forward and reverse primers, and 2.5 µl of a 25-fold diluted cDNA. The conditions of the thermal cycle were the following: 95 °C for 10 min; 40 cycles of 95 °C for 10 s and 60 °C for 60 s. A final dissociation step was included to confirm a single amplicon. For each primer pair, standard curves with a five-fold dilutions series of a cDNA mix corresponding to equal amounts of all biological replicates of cork bark, rhytidome bark, cork-like bark, and rhytidome-like bark (1/10, 1/25, 1/50, 1/100, and 1/250) were used to determine amplification efficiency of each gene (E = 10 ^(-1/slope)^). The mRNA abundances for each gene were calculated as relative transcript abundance = (E_target_)^ΔCt target (control-sample)^ / (E_reference_)^ΔCt reference (control-sample)^ [93]. The calibrator or control sample consisted of equal amounts of cDNA of all biological replicates. The housekeeping gene used to normalize the results was tubulin [94]. DNA contamination of the samples was ruled out using non-retrotranscriptase controls, and to confirm no presence of environmental contamination, non-template controls were included in each experiment. Three technical replicates were used for every four biological replicates.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

## Data Availability

All data supporting the findings of this study are available within the paper, within its supplementary materials published online and in the Gene Expression Omnibus repository from NCBI under accession code GSE227020. The material used in this study will be shared on reasonable request to the corresponding author.

## Abbreviations

CTAB: Cetyltrimethylammonium bromide
DEGs: Differentially expressed genes
EDTA: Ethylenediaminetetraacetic acid
FC: Fold change
PCA: Principal component analysis
FDR: False discovery rate
GO: Gene ontology
PVP: Polyvinylpyrrolidone

# Supplementary material for: Rhytidome- and cork-type barks of holm oak, cork oak and their hybrids highlight processes leading to cork formation
**Source:** BMC Plant Biol. 2024 Jun 3;24:488. doi: 10.1186/s12870-024-05192-4
**Supplement:** Supplementary file 4 — Supplementary Material 4

SUPPLEMENTARY INFORMATION

Rhytidome- and cork- type barks of holm oak, cork oak and their hybrids highlight processes leading to cork formation

Iker Armendariz, Unai López de Heredia, Marçal Soler, Adrià Puigdemont, Maria Mercè Ruiz-Sans, Patricia Jové, Álvaro Soto, Olga Serra, Mercè Figueras.

Table S1. Chemical composition of outer bark (%) of cork oak (cork, *Quercus suber*), holm oak (rhytidome, *Quercus ilex*) and the *Q. ilex* x *Q. suber* hybrids. There are five hybrids showing a rhytidome-like bark (FS16 to FS22) and one showing a cork-like bark (FS1).

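Table S1 gives the fractions as percentages of the outer bark sample, from 1 sample each of cork, rhytidome and cork-like bark and from 5 rhytidome-like hybrids. Suberin made up 35.4% in cork and 26.6% in cork-like bark, 1.2% in rhytidome and 2.46% ± 1.84 (SD, n = 5) in the rhytidome-like hybrids, whose values ranged from 0.4% to 4.4%. Holocellulose, the cell wall polysaccharides, ran the other way, at 15.4% in cork, 32.7% in cork-like bark, 40.7% in rhytidome and 48.3% ± 3.21 in the rhytidome-like hybrids. Ethanol extractives were 8.4% in cork, 9.7% in cork-like bark, 23.4% in rhytidome and 24.8% ± 4.81 in the rhytidome-like hybrids. The values of single samples are those of the paper, and the means and SDs over the rhytidome-like hybrids were computed here from them. With 1 sample of cork, rhytidome and cork-like bark, their replicate error is unknown, and rhytidome lies within the range of the rhytidome-like hybrids for suberin. Suberin was determined by alkaline methanolysis and weighing, lignin by acid hydrolysis of the desuberized bark.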

Samples	Ash content	Total extractives content			Suberin	Lignin	Holocellulose
		Dichloromethane	Ethanol	Water			
Cork	0.8	5.6	8.4	16.5	35.4	17.8	15.4
Cork-like FS1	0.9	3.7	9.7	15	26.6	11.4	32.7
Rhytidome-like FS16	1.0	0.3	21.8	13.3	0.4	12.5	50.8
Rhytidome-like FS17	0.9	0.6	30.7	11.0	3.2	8.6	45.1
Rhytidome-like FS20	1.0	0.2	29.0	11.6	0.6	8.3	49.3
Rhytidome-like FS21	1.0	0.8	22.8	18.2	4.4	8.0	44.7
Rhytidome-like FS22	1.0	0.7	19.6	15.5	3.7	8.0	51.6
Rhytidome	0.9	0.7	23.4	19.3	1.2	13.8	40.7

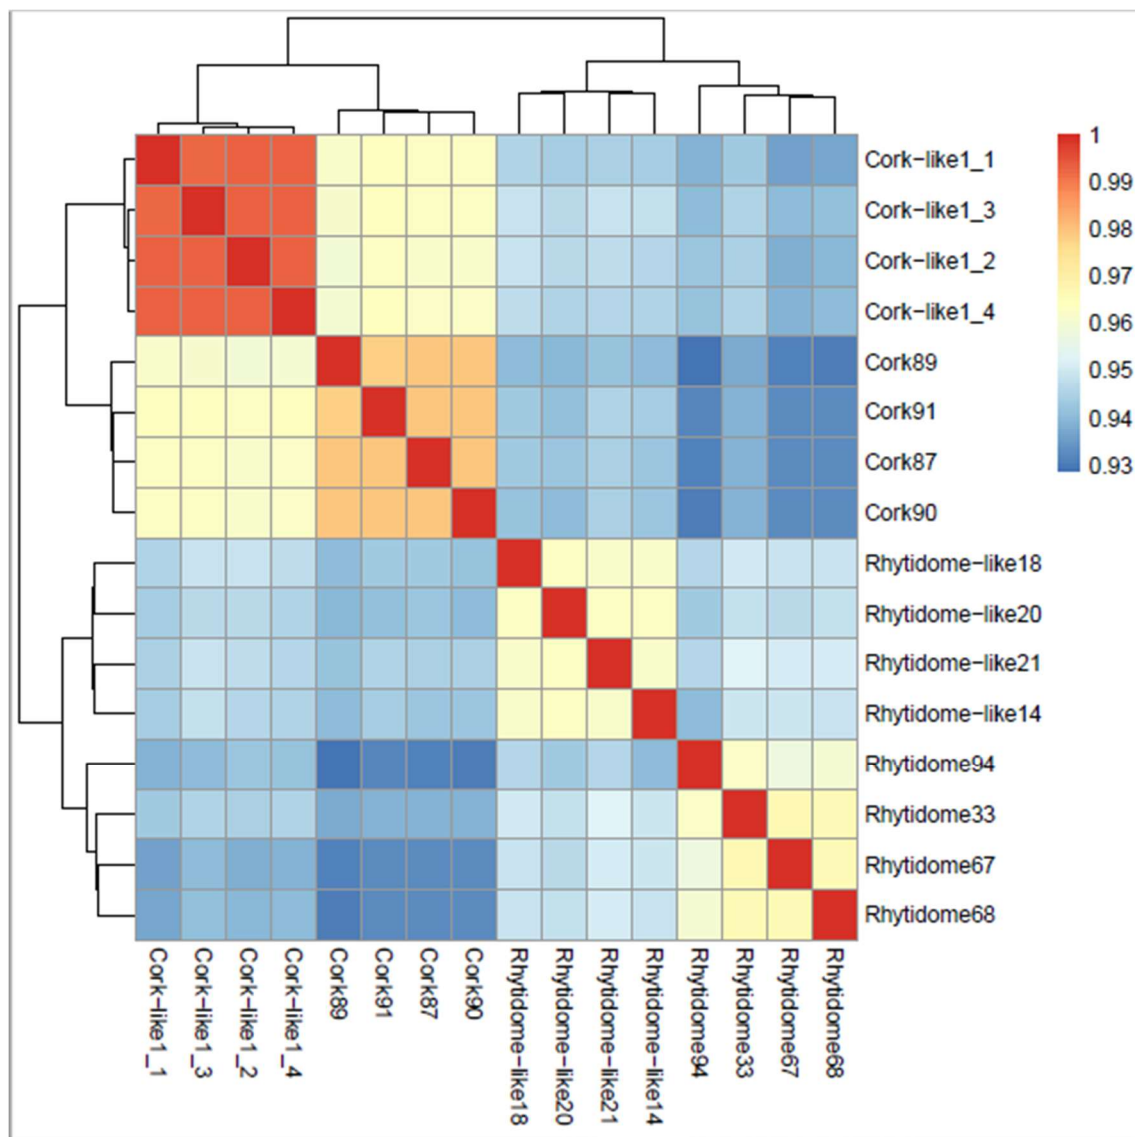

Fig. S1. Correlation map of different outer bark transcriptome profiles. Rhytidome and cork correspond to the outer barks from holm oak and cork oak, and rhytidome-like and cork-like to the outer barks of hybrids. Numbers correspond to the tree identification number.

Table S3. Primer sequences used for RNA-seq validation by Real Time PCR.

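Table S3 pairs each primer set with its cork oak locus. *RBOHD* was at 6.03 ± 1.16 rlog in cork and 12.23 ± 1.56 in rhytidome (SD, n = 4 libraries each), the lowest and highest barks for this gene. The aspartyl protease gene LOC111989591 was at 14.00 ± 0.14 in cork and 10.44 ± 0.24 in rhytidome-like bark. The *FRIGIDA*-like gene LOC111986594 was at 16.75 ± 0.43 in rhytidome-like bark and 13.12 ± 0.33 in cork, and the kinase subunit gene LOC111986784 at 13.87 ± 0.04 and 11.74 ± 0.12. Each pair amplifies a stretch of the named cork oak locus. Sequence differences of holm oak under the primers were not examined here.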

Gene Name	<i>Quercus suber</i> identifier	Best Arabidopsis homolog (BlastX)	Primer sequences (from 5'- to 3'-end): forward (Frw) and reverse (Rev) primers
RBOHD (respiratory burst oxidase homologue D)	LOC112002845	AT5G47910	Frw: AACTGGACAACAGGGGAGTG<br>Rev: CTTGGCATGATTGAGGGACT
SNF1-RPK (SNF1-related protein kinase regulatory subunit beta-2)	LOC111986784	AT5G21170	Frw: AGAAGGTGTGGAAGGTGGTG<br>Rev: GACCCATCAAGTCAGGAGGA
ZFP ZAT10-like (zinc finger protein ZAT10-like)	LOC112003415	AT1G27730	Frw: TCAGCCAATACCAACACCAA<br>Rev: ACCGCCTTCAGAGAAAGTGA
aspartyl protease	LOC111989591	AT2G17760	Frw: GTGCTTTGGGATTTTGCAT<br>Rev: GTAAGGCCTTTACGCAACCA
Frigida-like	LOC111986594	AT5G48385	Frw: GTGCTCAGGTGCATTGAAGA<br>Rev: CTCTTTGGTTGAGGCTTTGC
GRP DC7.1-like (glycine-rich protein)	LOC112034238	-	Frw: GCAGTGAATGAGGACAAGCA<br>Rev: AAGTTCCTCTCCAGCAGCAC
tubulin beta-2 chain-like	LOC112004091	AT2G29550	Frw: AAGAACATGATGTGCGCTGCT<br>Rev: TCCACCTCCTTGGTGCTCA

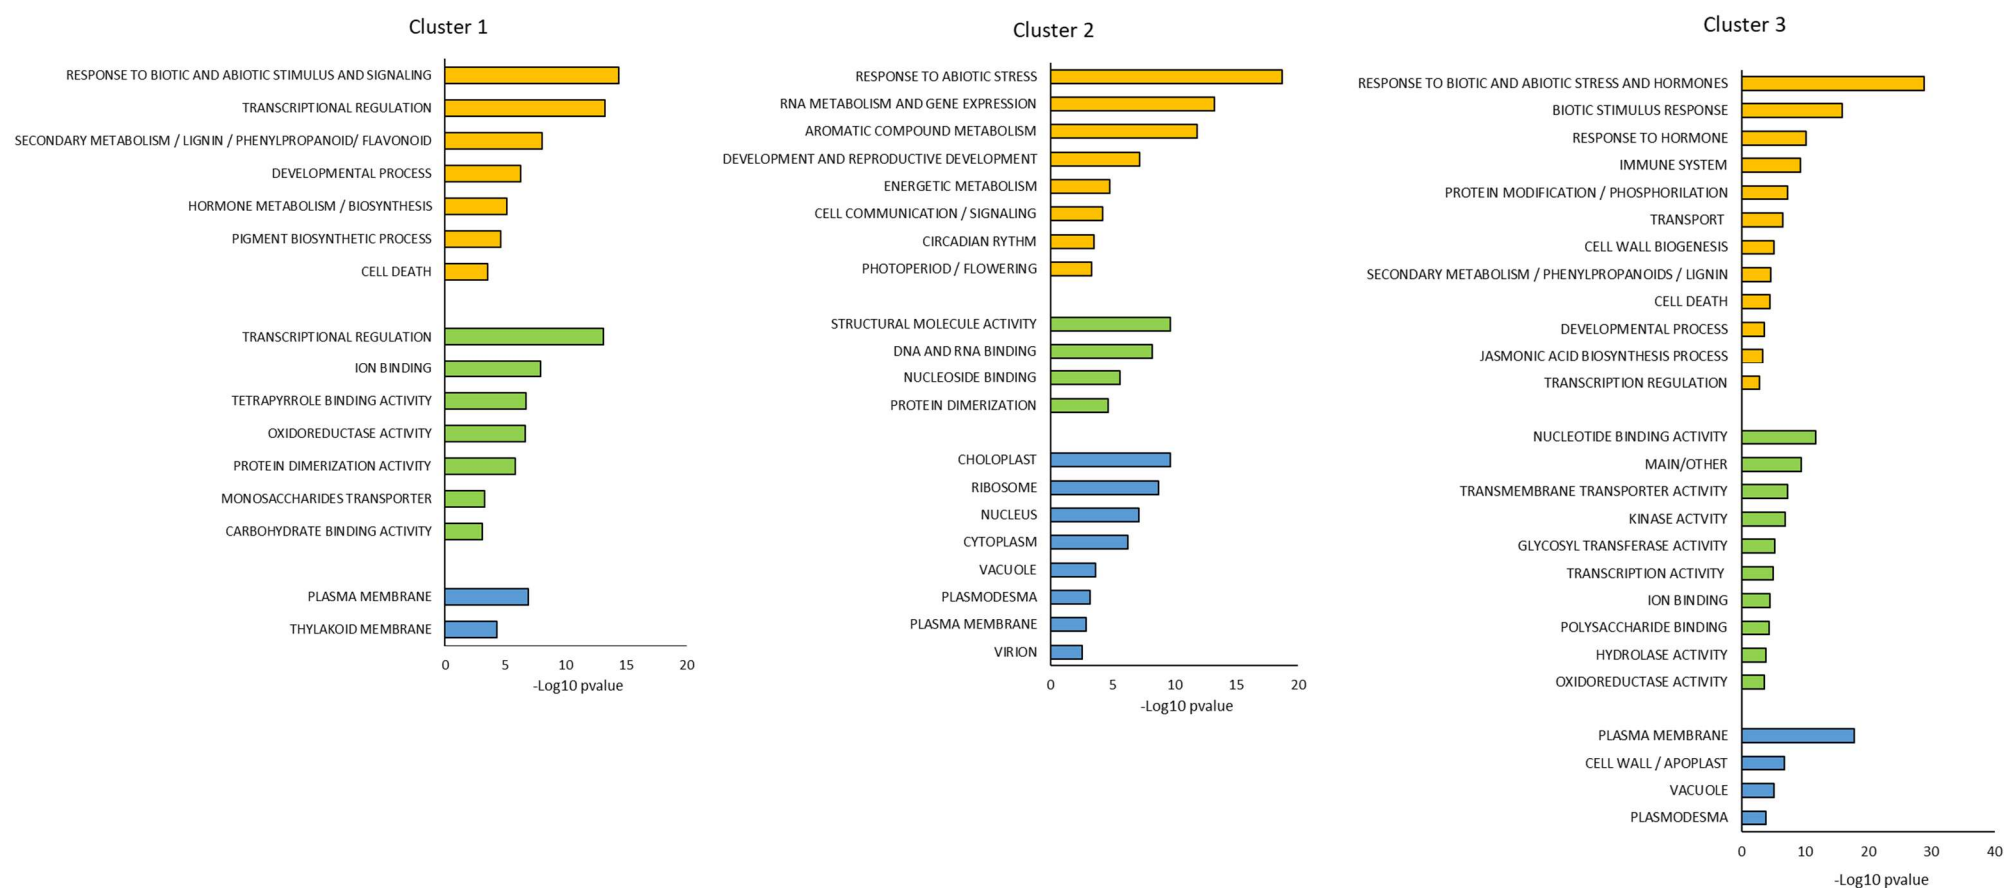

Fig. S2. Gene ontology enrichment for genes upregulated in rhytidome-type barks (clusters 1, 2 and 3). Bars represent the log10 p-value for each GO term. The GO terms were manually compared and those showing the analogous description and same set of genes were grouped, the log10 p-value corresponds to the broader GO term (including the maximum number of genes). The terms are biological process (yellow), molecular function (green), and cell component (blue).

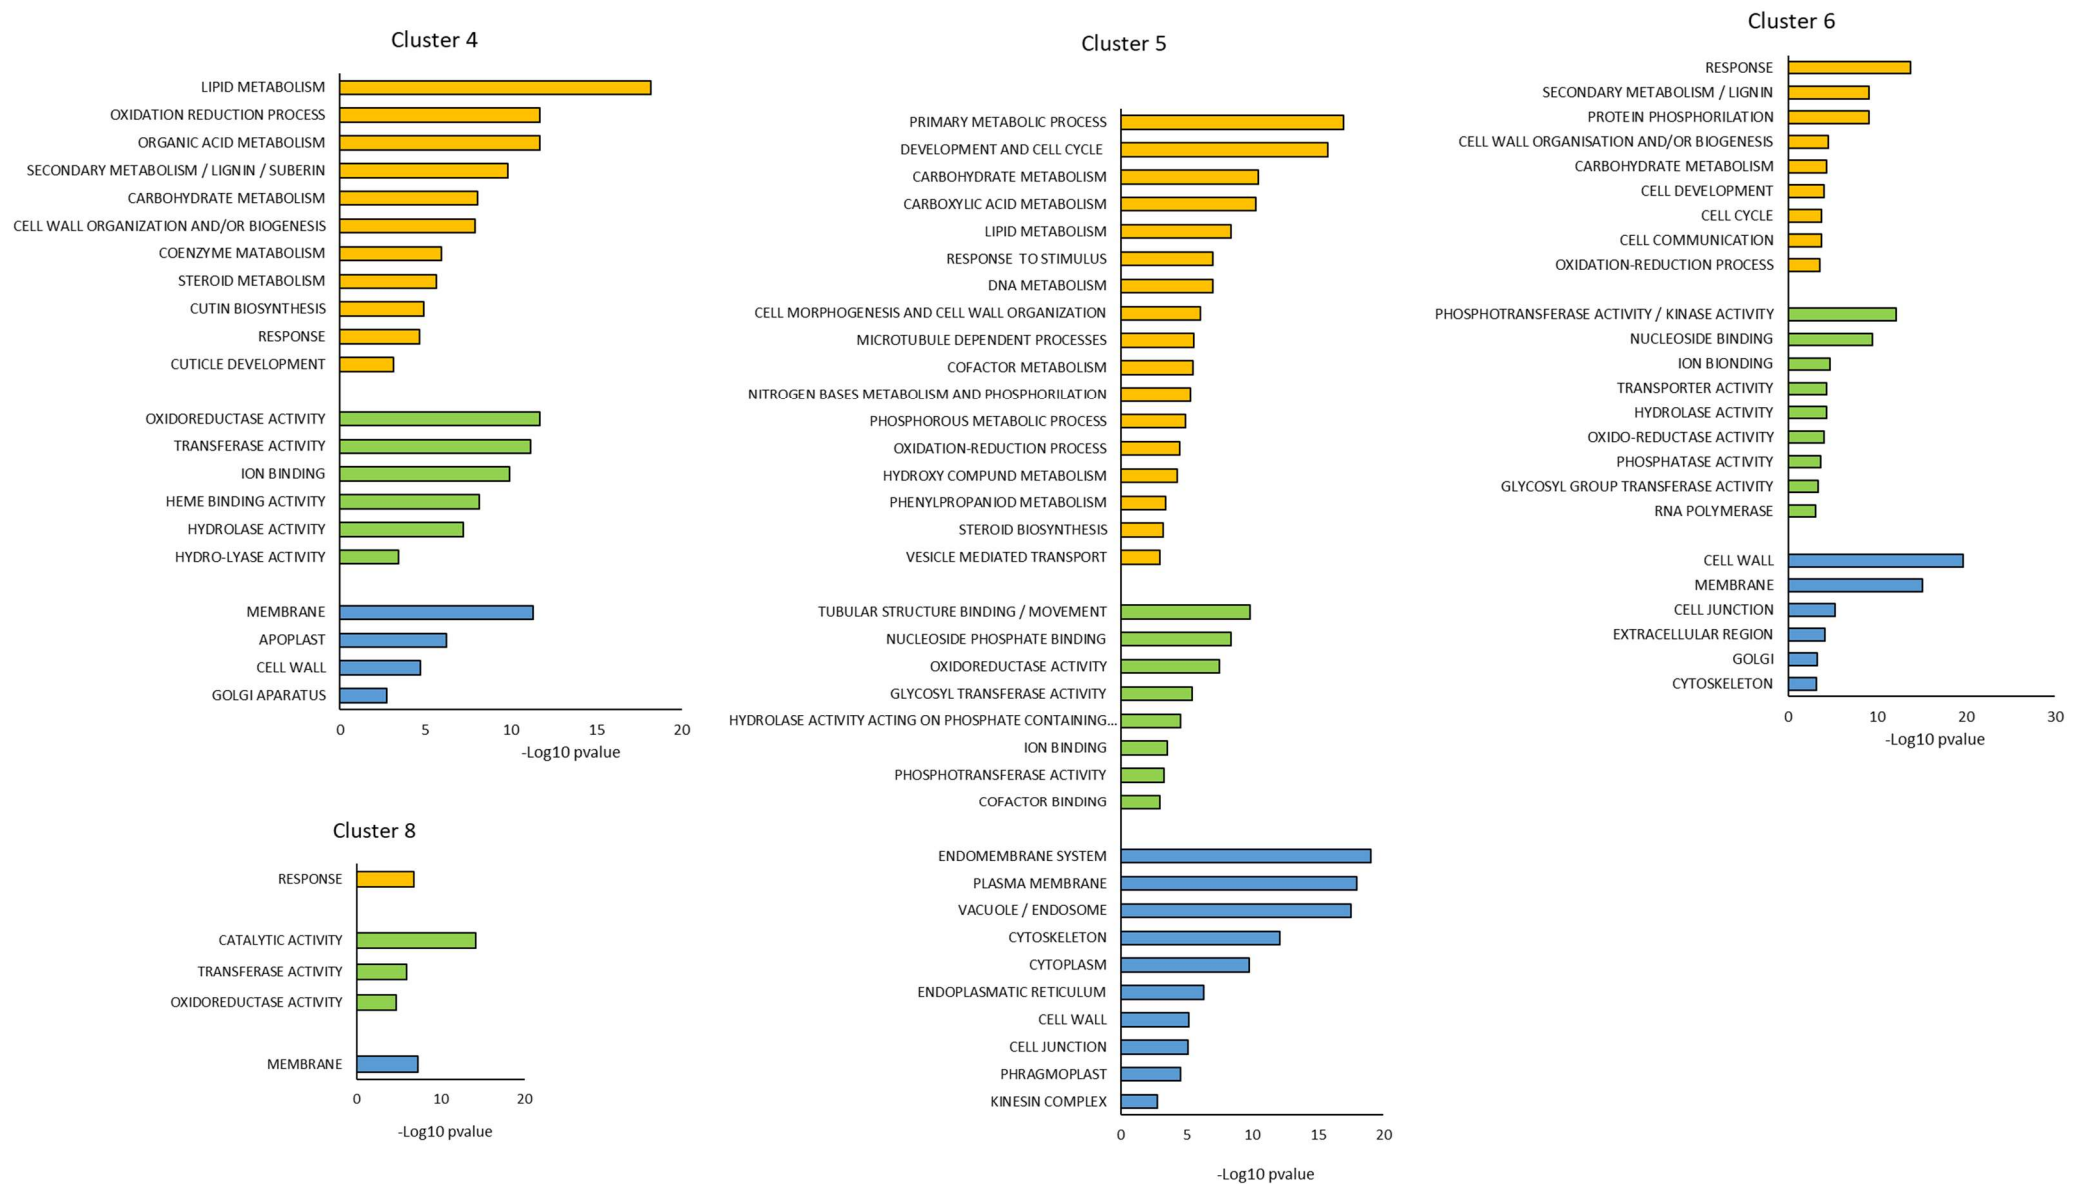

Fig. S3. Gene ontology enrichment for genes upregulated in cork-type barks (clusters 4, 5, 6 and 8). Bars represent the log10 p-value for each GO term. The GO terms were manually compared and those showing the analogous description and same set of genes were grouped, the log10 p-value corresponds to the broader GO term. The terms are biological process (yellow), molecular function (green), and cell component (blue)

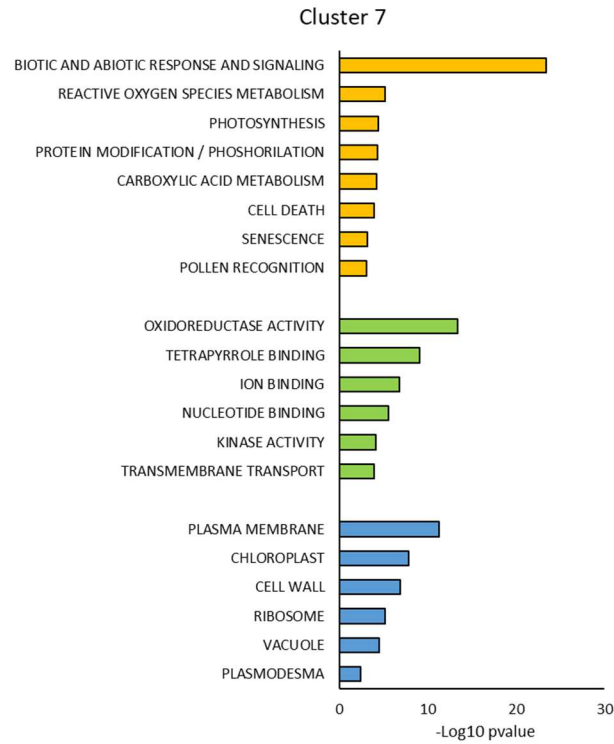

Fig. S4. Gene ontology enrichment for genes found in cluster 7. In this cluster genes are upregulated in cork-like and rhytidome bark and downregulated in cork bark. Bars represent the log10 p-value for each GO term. The GO terms were manually compared and those showing the analogous description and same set of genes were grouped, the log10 p-value corresponds to the broader GO term. The terms are biological process (yellow), molecular function (green), and cell component (blue).

How the deposited data were processed for this re-analysis (not part of the article)

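RNA of outer bark was sequenced as 16 libraries, from cork oak, from holm oak and from hybrids found in nature, 4 for each of cork, rhytidome, cork-like and rhytidome-like bark. Samples were grouped by the names of the libraries and by Table S2 of the paper, which lists the tree and the side of the trunk of each. The libraries of cork, rhytidome and rhytidome-like bark came from 4 trees each. Those of cork-like bark came from the north, south, east and west sides of 1 tree, so that group has no replicate trees.

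The authors trimmed the reads with Trimmomatic 0.40, mapped them to the cork oak genome CorkOak1.0 with GSNAP, and used Cufflinks 2.2.1 and HTSeq 0.11.1 for the counts per locus and DESeq2 1.38.3 for their comparisons. The deposited table holds the regularized log2 (rlog) of the counts for 47292 loci, made by the authors with their scaling for depth, with values from -2.29 to 20.05. The counts themselves, the mapping and the strand setting were not used here, and the rlog values cannot be turned back into counts. Clean reads per library are those of Table S2. They ran from 100242900 to 114425064, and since counts were not used, no counting error is given for single values. For loci with few counts the rlog values draw differences toward 0.

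From the rlog values, limma 3.58.1 in R 4.3.3 was fitted to the 16 libraries with a mean per bark and a trend of the variance on the mean, over the 25617 loci with a mean rlog of at least 1. Adjusted p-values are those of Benjamini and Hochberg within each comparison. DEGs have an adjusted p under 0.01 and an absolute log2 fold change above 1. Beside the 6 comparisons of barks, both cork-type barks were set against both rhytidome-type barks, rhytidome-like bark against the mean of the parents, and the difference between the parents against that between the hybrids. Principal components were computed on the 44228 loci that vary, correlations on all loci, and 8 clusters of the DEGs by k-means with 50 starts on values centred per locus. A cluster was given a bias where its centroids in cork-type and rhytidome-type barks differed by more than 0.5, a limit set after looking at Fig. 4 of the paper. Summaries and figures were made in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The test was tried on simulated data with 200 changed loci before it was applied.

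The genes named are every locus of Table S5 and Table S3, whose values in the tables of the paper had been seen, and, for each of 4 comparisons, up to 10 loci higher and 10 lower by the largest log2 fold change among named loci with a mean rlog of at least 5 whose libraries do not overlap between the barks. Names come from those tables or are Arabidopsis matches in the first 1218 of the 47292 rows of Table S2. Of these, 370 entered the choice by fold change. For want of names at the other loci, the 23 gene lists fixed at the start were not tested, and the part of the rule that takes genes from these lists could not be used. The groups, thresholds, alternatives and rules for naming genes were fixed before the data were examined, apart from the contrast of parents and hybrids, the median of the suberin loci and the median centring of the Table S5 counts, which were added after seeing the data.

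The alternatives tested a fold change above 1 with treat, left out the filter or set it at a mean rlog of 5, changed the estimate of the variance, fitted only the barks compared, applied quantile normalization or median centring, took the percentage of mapped reads as a covariate, averaged the cork-like libraries to 1, adjusted once over the 6 comparisons and left out each library in turn. Principal components, correlations and clusters were also computed on other sets of loci, with scaling per locus, with Spearman's rho and with 6 or 10 clusters.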

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

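The tests on the suberin loci (those of rhytidome-like 21 included), the test of the authors' scaling and the interaction of parents and hybrids were chosen only after the result was seen, while the other tests in this part were set before. A library is listed as apart where its gap to the nearest of the 4 libraries of its bark exceeds Dixon's critical value as a share of their range. Chance flags about 1 in 20 groups. Among named loci 24 of 488 groups had a library apart, 4.92%, and among library measures 6 of 52.

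The 18 loci of suberin synthesis, transport and polymerization in Table S5 all had a lower mean in rhytidome-like bark than in rhytidome, 16 of them past the test, with a median log2 difference of -2.39, and at 15 of the 18 all 4 rhytidome-like libraries lay below all 8 parent libraries. Poorer mapping of holm oak reads to the cork oak genome is argued against by this median, since hybrids carry cork oak sequence and would then lie at or above holm oak. Scaling is argued against as well, as the median was -2.01 after median centring, the value nearer to 0 of the scalings tried. A smaller share of phellem in the bark sampled stays open, since the interquartile range of the differences was 0.770 but no table shows that the loci are expressed in phellem alone, and differences between the trees sampled stay open too (without rhytidome-like 21 the median was -2.11). The paper describes thicker periderms and phellem layers in such hybrids than in holm oak, and of the numbers of the trees sequenced Table S1 lists 20 and 21, with suberin of 0.6% and 4.4% in the paper against 1.2% in rhytidome, which does not exclude less phellem. The median rlog over the 18 suberin loci ran in the opposite order, at 10.13 in rhytidome-like 20 and 7.69 in rhytidome-like 21.

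Fewer loci were higher than lower in cork against rhytidome, at 40.2% higher, while at loci with a mean rlog of at least 5 the share was 50.4%, so the excess of lower loci was not seen there. With the share of mapped reads as a covariate 42.2% were higher, which met the limit set beforehand against this share as the cause. The covariate cannot exclude it, since mapped reads were 86.24% to 96.23% in cork and 58.51% to 85.37% in rhytidome, without overlap. The scaling of the libraries by the authors cannot be told apart from a difference between the barks. After median centring 52.1% were higher, but giving each library the same median also removes a true shift between barks. A difference between the barks of the species was not tested.

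Rhytidome 94 stood alone at 562 loci, 37.8% of the 1486 at which 1 rhytidome library lay apart, while cork 91 stood alone at 763 loci, rhytidome-like 20 at 716 and cork 87 at 571. Over the 18 suberin loci rhytidome 94 differed from the mean of the other rhytidome libraries by a median of 0.16. This met the limit set beforehand against less phellem in the bark of this tree. Less phellem is still left open, since the median passed that limit by less than the interquartile range of 0.474. That margin was not part of the limit. The differences of rhytidome 94 ran from -3.30, at the weakly expressed *CYP94B1*, to 1.05, with 6 loci lower. Its fewer mapped reads stay open, as it made up 37.4% of the libraries apart at loci with a mean rlog of at least 10, where rhytidome-like 20 made up 59.9% of those of its bark. Open too is cork oak ancestry or cork oak bark in the sample, as 63.2% of its deviations, 139 of 220, went toward cork. The last 2 values fell between the limits set for and against each explanation, so none of the 3 is excluded.

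Rhytidome 94 had 100242900 clean reads (gap 0.954) and 58647778 mapped sequences (gap 0.837), and cork 87 had 110110448 mapped sequences (gap 0.87). Of the reads of rhytidome-like 18, 76.81% were mapped, while the other libraries of this bark are listed with the same percentage, which makes the gap 1. Cork-like 1 had a median rlog of 7.51 (gap 0.844) and lay at -98.61 on the first principal component (gap 0.847).

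In rhytidome-like 21, the homeodomain-like locus (LOC112003190) was at 9.96 against a mean of 11.31 (gap 0.848), and the match of auxin response factor 18 (LOC112005008) was at 12.81 against a mean of 13.96 (gap 0.97). There the UDP-glycosyltransferase match (LOC112005619) was at 16.72 against a mean of 17.96 (gap 0.833), and the lipid-transfer protein match (LOC112009540) was at 5.30 against a mean of 7.75 (gap 0.945). Among suberin genes of this library, *GELP38* (LOC111998717) was at 7.16 against a mean of 9.68 (gap 0.837), and *ABCG2* (LOC111999232) was at 3.24 against a mean of 5.08 (gap 0.996). Likewise *ASFT/FHT* (LOC112001733) was at 10.01 against a mean of 11.38 (gap 0.854), and *GELP51* (LOC112038078) was at 10.67 against a mean of 12.31 (gap 0.961). These are 8 of the 24 loci listed. This library was lower than the mean of the other rhytidome-like libraries at 17 of the 18 suberin loci, with a median of -1.49, and its bases above Q20, 96.2%, lay with those of the other barks.

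*RBOHD* (LOC112002845) in rhytidome 67 was at 9.91 against a mean of 13.00 (gap 0.856), and the match of heavy metal transport proteins (LOC112006448) in rhytidome 94 was at 12.75 against a mean of 10.85 (gap 0.885). *PTL* (LOC111994212) in rhytidome 68 was at 11.42 against a mean of 10.54 (gap 0.849), and *ASFT/FHT* (LOC112001733) in rhytidome 33 was at 14.84 against a mean of 14.15 (gap 0.837). The AUX/IAA match (LOC112037337) in cork 91 was at 7.53 against a mean of 7.00 (gap 0.892), and *MYB4* (LOC111990470) in cork 91 was at 7.79 against a mean of 9.28 (gap 0.984). *PER39* (LOC112024643) in cork 91 was at 1.02 against a mean of 0.44 (gap 0.899), and *ABCG2* (LOC111999232) in cork 87 was at 9.90 against a mean of 10.35 (gap 0.854). *ARF2* (LOC111990207) in rhytidome-like 14 was at 14.31 against a mean of 14.62 (gap 0.958), and *FER* (LOC112029792) in rhytidome-like 20 was at 12.78 against a mean of 10.39 (gap 0.844). *FER* (LOC112000806) in cork-like 1 was at 3.20 against a mean of 4.54 (gap 0.833), and *PER72* (LOC112006365) in cork-like 3 was at 9.05 against a mean of 9.41 (gap 0.913). *EXPA4* (LOC112017318) in cork-like 3 was at 12.16 against a mean of 12.97 (gap 0.844), and *LBD41* (LOC112037478) in cork-like 3 was at 12.79 against a mean of 11.03 (gap 0.957). *SHR* (LOC112020835) in cork-like 2 was at 1.35 against a mean of 0.80 (gap 0.946), and *PER39* (LOC112024643) in cork-like 2 was at 1.17 against a mean of 2.98 (gap 0.885).

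The difference between cork-type and rhytidome-type bark was not the same in parents and hybrids at 4794 loci by the interaction term in limma, a count that was 820 with the cork-like libraries averaged to 1 and 2369 with the mapped percentage as a covariate. Of the 18 suberin loci, 7 were among them, all with the larger difference between the hybrids, but only 1 was called in each of these settings and with treat. The median difference was 3.09 between the parents and 4.47 between the hybrids. All 4 rhytidome-like libraries lay below all 8 parent libraries at 2249 loci, 8.78%, and above them at 1928. Chance gives 0.202% each only if the hybrids and both parents are alike at a locus. Where the parents differ, hybrids like the outer parent lie outside more often by chance, so this value is too low there. Library medians were also lower in rhytidome-like bark, at 7.27 to 7.37, than in cork, from 7.45, and rhytidome, from 7.67. That favours lying below. The paper describes clusters raised specifically in hybrids, but does not count loci whose libraries all lie outside those of the parents.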

How the results depend on the processing

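The interaction of parents and hybrids, the median centring of the Table S5 counts and all settings of the suberin median were tests chosen only after the result was seen. Testing with treat for a change above 1, which asks more of each locus, left 2767 DEGs for cork and rhytidome, 664 for cork and cork-like, 3677 for cork and rhytidome-like, 1682 for cork-like and rhytidome, 951 for rhytidome-like and rhytidome, 2575 for the hybrids, 2854 for cork-type and rhytidome-type barks, 1913 for rhytidome-like bark and the mean of the parents, 1193 for the interaction and 5977 in any comparison. With loci of a mean rlog of at least 5, fewer of which were tested, cork and rhytidome differed at 5033 and cork-like and rhytidome at 3644. Fitting only the barks compared gave 2526 for rhytidome-like and rhytidome, and the mapped percentage as a covariate 2369 for the interaction, and the cause was not tested. With the cork-like libraries averaged to 1, which leaves fewer libraries, the counts were 269 for cork and cork-like, 997 for cork-like and rhytidome, 2515 for the hybrids and 820 for the interaction. The first principal component carried 50.8% with the 500 loci of highest variance, 45.4% with a mean rlog of at least 5 and 23.1% with unit variance, and the second 18.7% and 16.2% in the first 2 of these. The median correlation of cork and cork-like libraries was 0.867 with a mean rlog of at least 5 and 0.986 as Spearman's rho. Clusters without a bias held 11.7% of the DEGs with 6 clusters and 10.6% with values scaled per locus. The cause was not tested. Leaving out each library in turn gave 36.6% to 38.9% for the first component and 17.0% to 18.2% for the second. The counts then ranged over 6809 to 7743 for cork and rhytidome, 2466 to 3878 for cork and cork-like, 7654 to 8227 for cork and rhytidome-like, 4335 to 5690 for cork-like and rhytidome, 3840 to 4659 for rhytidome-like and rhytidome, 5996 to 7191 for the hybrids and 12914 to 14043 for any, and over 6951 to 7501 for the bark types, 5326 to 5951 for the mean of the parents and 3748 to 4822 for the interaction. All of these stay within 1.5 times the count with every library. Higher loci were 47.8% of those called against the mean of the parents after quantile normalization and 56.7% after median centring, against 40.4% without, and for the interaction 54.5% and 66.9% against 34.4%. Of 18984 alternative values of named loci, 18242 kept direction and side of the threshold, 649 lost the call, 93 gained it and 0 changed direction while called, and treat accounted for 164 of those lost. The Table S5 counts were 23 of 28 lower and 53 of 54 higher, and 17 and 38 with treat, 21 and 48 after quantile normalization, and 23 and 51 without rhytidome 94. The suberin median of rhytidome-like against rhytidome was -2.48 after quantile normalization. No paired analysis was possible because the barks share no replicate numbers. DESeq2 was not run, since the table holds rlog values, and the 23 gene lists were not run, since names are not available for all loci. Sequencing depth could not be thinned without counts.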

Differences from the paper's values

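No test in this part was chosen only after the result was seen. The thresholds are those of the paper. The paper counts 8336 DEGs over the 6 comparisons, where 13888 were found. Of the alternatives set before the data were examined, treat (5977), a mean rlog of at least 5 (9896) and the cork-like libraries averaged to 1 (10641) came within 1.5 times the paper's count, and the others did not. For cork and rhytidome-like bark the paper gives 4831 and 8129 were found, with no difference for treat (3677), a mean rlog of at least 5 (6569) and a fit of the barks compared (6931). For cork and rhytidome the paper gives 4138 and 7577 were found, with no difference for treat (2767), a mean rlog of at least 5 (5033) and the mapped percentage as a covariate (5891). For cork and cork-like bark the paper gives 1230 and 3548 were found, and all alternatives differed. For rhytidome-like bark and rhytidome the paper gives 1709 and 4524 were found, with no difference only for a fit of the barks compared (2526).

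The splits in Fig. 3B, read by eye, are about 1400 loci higher and about 2800 lower in cork against rhytidome, where 3043 and 4534 were found. The higher count had no difference with treat (1023). The lower count had none with no filter (4121), a mean rlog of at least 5 (2497), a fit of the barks compared (3733), quantile normalization (3188), median centring (3746), the covariate (3405), or without cork 87 (4108), cork 89 (4053), cork 90 (4123) or rhytidome 68 (4142). Against cork-like bark Fig. 3B, read by eye, has about 420 higher and about 810 lower in cork, where 1380 and 2168 were found, and all alternatives differed. Against rhytidome-like bark it has about 2500 and about 2300 in Fig. 3B, read by eye, where 4188 and 3941 were found, with no difference for treat (2118 and 1559), a mean rlog of at least 5 (3524 and 3045) and a fit of the barks compared (3658 and 3273). For cork-like bark and rhytidome it has about 1000 and about 1600 in Fig. 3B, read by eye, where 2467 and 3052 were found. Treat (774) closed the first, and a mean rlog of at least 5 (1758) and leaving out cork-like 1 (2319) the second. For rhytidome-like bark and rhytidome it has about 410 and about 1300 in Fig. 3B, read by eye, where 1445 and 3079 were found, and only the lower count had no difference, for a fit of the barks compared (1674). For the hybrids it has about 2000 and about 1400 in Fig. 3B, read by eye, where 3976 and 3008 were found, with no difference for the cork-like libraries averaged to 1 (1514 and 1001) and, for the higher count, treat (1739).

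The paper places 11.16% of its DEGs in a cluster outside its biased groups, with genes high in cork-like bark and rhytidome and low in cork. Cluster D, matched to it by profile after the values were seen, held 12.9% here but counted as biased by the limit of 0.5 set here, so that 0% of DEGs lay outside the biased groups, with no difference for 6 clusters (11.7%) and for values scaled per locus (10.6%) but not for 10 clusters or for the DEGs of treat. The median correlations in Fig. S1, read by eye, are about 0.96 for cork and cork-like bark, about 0.93 for cork and rhytidome and about 0.95 for rhytidome and rhytidome-like bark, where 0.976, 0.956 and 0.970 were found, and all alternatives differed.

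Of the 328 log2 fold changes of Table S5 in the comparisons cork against each other bark and rhytidome-like bark against rhytidome, 28 differed by more than the replicate SD or in sign, 3 of them in sign. The values here are from rlog. For *LBD1* (LOC111995183) the paper's log2 fold change is -5.74 for cork and rhytidome where the value here was -1.54, -4.66 for cork and cork-like where the value here was -1.01 and -4.98 for cork and rhytidome-like where the value here was -1.15. The paper gives *PER39* (LOC112024643) -9.38 for cork and rhytidome where the value here was -5.22, -4.53 for cork and cork-like where the value here was -1.94 and -2.95 for cork and rhytidome-like where the value here was -0.76. At *SHR* (LOC112039835) the paper's value is -5.79 for cork and rhytidome where the value here was -3.86 and -3.94 for cork and rhytidome-like where the value here was -2.35. For *SHR* (LOC112020835) the paper's log2 fold change is -5.90 for cork and rhytidome where the value here was -2.92 and -4.77 for cork and rhytidome-like where the value here was -2.04. The paper gives *CYP94B3* (LOC112005217) -5.55 for cork and rhytidome where the value here was -2.52, -1.06 for cork and cork-like where the value here was -0.22, -1.12 for cork and rhytidome-like where the value here was -0.20 and -4.43 for rhytidome-like and rhytidome where the value here was -2.32. At *LBD41* (LOC112037478) the paper's value is 4.17 for cork and rhytidome-like where the value here was 3.79. For *MYB4* (LOC112035436) the paper's log2 fold change is -3.58 for cork and cork-like where the value here was -2.72. For these all alternatives set before the data were examined differed. *FER* (LOC112029792) has 0.14 in the paper for cork and cork-like and -0.48 here, with no difference without cork 90. For cork and rhytidome-like, the paper's value of *MYB84* (LOC112010399) is -6.47, where -4.99 was found, and the difference ended after median centring and without cork 90, cork 91, rhytidome-like 14 or rhytidome-like 18. The paper's log2 fold change of *LBD1* (LOC111995183) for rhytidome-like and rhytidome is -0.76 and the value here -0.38, with no difference without rhytidome 33, rhytidome 67, rhytidome-like 18 or rhytidome-like 20. *RRTF1/ERF109* (LOC112008191) has 5.90 in the paper for cork and cork-like and 4.91 here, with no difference with the mapped percentage as a covariate and without cork 87 or cork 89. For cork and rhytidome-like, the paper's value of *CYP94B1* (LOC112020942) is 0.10, where -0.0081 was found, and the difference ended after quantile normalization and without cork 87, cork 90, rhytidome-like 14 or rhytidome-like 18. The paper's log2 fold change of *SHR* (LOC112020835) for cork and cork-like is 0.68 and the value here 0.10, with no difference after quantile normalization and with the mapped percentage as a covariate. *PER3* (LOC112024648) has 5.81 in the paper for cork and rhytidome-like and 4.66 here, with no difference with the mapped percentage as a covariate and without cork 87, cork 89 or rhytidome-like 18. For cork and rhytidome-like, the paper's value of *PLDα1* (LOC112037256) is 1.85, where 1.69 was found, and the difference ended without cork 89, rhytidome-like 14 or rhytidome-like 20. The paper's log2 fold change of *LTP1.4/LTP2* (LOC112036584) for cork and rhytidome is 0.018 and the value here -0.0023, with no difference after median centring, with the mapped percentage as a covariate and without cork 90, cork 91 or rhytidome 94. *MYB84* (LOC111997050) has 2.78 in the paper for cork and rhytidome-like and 2.52 here, with no difference without cork 91, rhytidome-like 14 or rhytidome-like 20. For cork and rhytidome-like, the paper's value of *MYB84* (LOC112007487) is 3.15, where 2.82 was found, and the difference ended without cork 87, cork 90, rhytidome-like 18 or rhytidome-like 20. The paper's log2 fold change of *MYB4* (LOC112035436) for rhytidome-like and rhytidome is -2.80 and the value here -1.55, with no difference without rhytidome 67, rhytidome 68 or rhytidome-like 20. For each of these the other alternatives differed. Over all 6 comparisons 48 of 492 differed.

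The authors' calls and those made here coincide in direction at 250 of the 253 loci and comparisons that the authors call in Table S5, and 0 are opposite. Those called only by the authors are *FER* (LOC112000806) for cork and rhytidome-like bark, -7.41 in the paper and -5.00 here, and for the hybrids, -8.05 and -5.07, and *PER3* (LOC112041098) for rhytidome-like bark and rhytidome, -4.50 and -2.92. The call of *FER* for cork and rhytidome-like bark was made without rhytidome-like 21, and that of *PER3* with a single adjustment over the 6 comparisons and without rhytidome 33.

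The paper computed Fig. 3A from counts after a variance stabilizing transformation, while rlog values were used here, so the components do not rest on like values. In Fig. 3A the second component has both parents positive and both hybrids negative. Here rhytidome at 71.41 and cork-like bark at 74.02 lay together and cork at -56.22 and rhytidome-like bark at -89.21 on the other side, while the third component set the parents, 63.30 and 73.09, apart from the hybrids, -83.01 and -53.37.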

Other observations

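Of the tests in this part, the interaction of parents and hybrids was chosen only after the result was seen. Several named genes had their lowest mean in cork and their highest in rhytidome-like bark. A match of plantacyanin (LOC111987095) was at 9.10 ± 0.52, 11.15 ± 0.80, 12.10 ± 0.66 and 15.13 ± 1.01 rlog in cork, cork-like bark, rhytidome and rhytidome-like bark (SD, n = 4 libraries each), and the contrast of cork-type against rhytidome-type barks was -3.49 (standard error 0.35, adjusted p = 5.2e-07 from limma). An AUX/IAA regulator of auxin response (LOC112037337) was at 7.13 ± 0.27, 9.94 ± 0.86, 12.31 ± 0.58 and 13.62 ± 0.27, in the same order, with a contrast of -4.43 (standard error 0.25, adjusted p = 1.3e-09 from limma). P-glycoprotein 11 (LOC112005047), of a family of membrane transporters, was high in cork at 15.66 ± 0.34 and cork-like bark at 15.32 ± 0.23, and low in rhytidome at 12.12 ± 0.52 and rhytidome-like bark at 12.69 ± 0.51. Its contrast was 3.08 (standard error 0.19, adjusted p = 3.7e-09 from limma).

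A gene that was lower in both kinds of hybrids than in both parents was a match of the ethylene-forming enzyme (LOC112025436), which makes ethylene. It was at 8.17 ± 0.75 in cork and 8.24 ± 1.02 in rhytidome, against 5.62 ± 0.52 in cork-like and 5.78 ± 0.96 in rhytidome-like bark. Cork exceeded cork-like bark by 2.55 (standard error 0.55, adjusted p = 0.0026 from limma) and rhytidome-like bark by 2.39 (standard error 0.55, adjusted p = 0.0018 from limma), and rhytidome-like bark differed from rhytidome by -2.47 (standard error 0.55, adjusted p = 0.0026 from limma). The call against cork-like bark ended without cork 89, at 2.31, or cork-like 1, at 2.38, and with the cork-like libraries averaged to 1 or the mapped percentage as a covariate. That against rhytidome ended when these barks were fitted alone, and all of them ended with treat. An acid phosphatase match (LOC112041058) was at 7.55 ± 1.55 and 8.08 ± 0.56 in cork and rhytidome and 4.42 ± 0.73 and 5.71 ± 0.50 in cork-like and rhytidome-like bark. Cork exceeded cork-like bark by 3.13 (standard error 0.61, adjusted p = 0.0013 from limma), which ended with treat and with the cork-like libraries averaged to 1, and did not pass against rhytidome-like bark, at 1.84 ± 0.61 (standard error). A match of delta(3), delta(2)-enoyl CoA isomerase 1 (LOC111996487), of fatty acid breakdown, was at 11.57 ± 0.61 in rhytidome-like bark and 8.23 ± 0.74 in rhytidome, a difference of 3.34 (standard error 0.37, adjusted p = 9.0e-06 from limma). All 4 cork-like libraries lay below all 8 parent libraries at 1373 of 25617 loci, 5.36%. Chance gives up to 11.1% with these libraries counted as 1 tree and all trees taken as alike, so whether this is an excess cannot be told.

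The tubulin gene of the RT-qPCR reference (LOC112004091) differed between cork and rhytidome by 1.73 (standard error 0.26, adjusted p = 5.3e-05 from limma) and between rhytidome-like bark and rhytidome by -1.20 (standard error 0.26, adjusted p = 0.0019 from limma). Cork and cork-like bark, at -0.33 ± 0.26 (standard error), did not pass. The difference between the rhytidome-type barks was -0.83 and did not pass after median centring, it ended with a fit of these barks alone, and with treat both calls ended. The values here rest on the scaling of the rlog table and the RT-qPCR values were not analysed here.

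All 8 cork-type libraries lay above all 8 rhytidome-type libraries at 1803 loci, 7.04%, and below them at 1699, 6.63%. Chance gives 0.0777% each with the cork-like libraries counted as 1 tree and all trees taken as alike. It is higher where barks differ for reasons other than their type. Of the 18 suberin loci 12 lay wholly above. The most abundant 10 loci held 6.55% to 10.1% of the summed linear values in rhytidome-like bark and 3.56% to 5.84% in the other barks.

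For each pair of barks only 1 of the 35 splits of the 8 libraries, the real one, gave as many DEGs. That share, 2.86%, is the smallest these splits can reach, and it was not adjusted over the 6 pairs. Every library correlated best with 1 of its own bark, and any other split mixes the barks and puts their difference into the spread. Few calls in the other splits were therefore to be foreseen, and the splits do not exclude chance. The real and the highest other counts were 7577 and 1 for cork and rhytidome, 3548 and 0 for cork and cork-like, 8129 and 6 for cork and rhytidome-like, 5519 and 2 for cork-like and rhytidome, 4524 and 7 for rhytidome-like and rhytidome, and 6984 and 0 for the hybrids. Over all libraries 100 splits were taken, the real one included. Only the real one gave as many DEGs in any comparison (13888, highest other 2). It also stood alone for cork-type against rhytidome-type barks (7448 and 0) and for the interaction (4794 and 8). The same held for rhytidome-like bark against the mean of the parents (5897 and 2053), where the splits left the cork-like libraries in place. Cork-like libraries share a tree, so for comparisons with this bark the splits concern libraries, not trees.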
